# Microarray Analysis Uncovers a Role for Tip60 in Nervous System Function and General Metabolism

**DOI:** 10.1371/journal.pone.0018412

**Published:** 2011-04-11

**Authors:** Meridith Lorbeck, Keerthy Pirooznia, Jessica Sarthi, Xianmin Zhu, Felice Elefant

## Abstract

**Background:**

Tip60 is a key histone acetyltransferase (HAT) enzyme that plays a central role in diverse biological processes critical for general cell function; however, the chromatin-mediated cell-type specific developmental pathways that are dependent exclusively upon the HAT activity of Tip60 remain to be explored.

**Methods and Findings:**

Here, we investigate the role of Tip60 HAT activity in transcriptional control during multicellular development *in vivo* by examining genome-wide changes in gene expression in a *Drosophila* model system specifically depleted for endogenous dTip60 HAT function.

**Conclusions:**

We show that amino acid residue E431 in the catalytic HAT domain of dTip60 is critical for the acetylation of endogenous histone H4 in our fly model *in vivo*, and demonstrate that dTip60 HAT activity is essential for multicellular development. Moreover, our results uncover a novel role for Tip60 HAT activity in controlling neuronal specific gene expression profiles essential for nervous system function as well as a central regulatory role for Tip60 HAT function in general metabolism.

## Introduction

The Tat-interactive protein-60 KDa (Tip60) is a member of the MYST histone acetyltransferase (HAT) super family [1], first identified based on its interaction with the human immunodeficiency virus, type 1-encoded transactivator protein Tat [2]. Tip60 has been reported to play essential roles in a wide variety of cellular processes based upon the different protein complexes it is transiently associated with. The majority of cellular Tip60 protein purifies as part of a stable and conserved multimeric Tip60 protein complex containing at least 18 subunits [3]. Importantly, this Tip60 complex is evolutionarily conserved from *Saccharomyces cerevisiae* to *Drosophila* to humans [4], [5], [6], making it amenable for functional characterization using multiple model systems. Such studies have revealed that a number of the Tip60 interacting protein partners within the Tip60 complex are specifically required for the diverse and general cellular processes that Tip60 regulates, including cell cycle and checkpoint control, apoptosis, and DNA damage repair [3], [7], [8], [9]. Tip60 can also be recruited to the promoters of specific target genes *via* its transient interaction with a variety of different transcription factors to either activate or repress gene expression. Activation requires the epigenetic HAT function of Tip60, which acts to acetylate the nucleosomal histones of target genes [10]. Acetylation promotes chromatin disruption that in turn, facilitates additional factor binding and transcriptional activation [11], [12], [13], [14]. Repression is thought to be independent of Tip60 HAT activity, and may result from its interaction with transcriptional silencers and histone deacetylases [15]. Tip60 HAT activity also functions to directly acetylate certain transcription factors (TFs), which serves to activate or repress their respective gene regulatory functions [15].

Experiments coupling chromatin immunoprecipitation (ChIP) with hybridization of oligonucleotide arrays in *Saccharomyces cerevisiae* demonstrate that Esa1, the yeast Tip60 homolog, is recruited to the promoters of virtually all active protein-coding genes [16]. However, a similar role for Tip60 in general gene activation remains to be determined during metazoan development where robust and preferential Tip60 protein localization profiles in the developing myocardium and brain in chicken and mouse [17] have been observed and Tip60 cell type specific activity and preferential brain and heart tissue-specific expression patterns have been reported [17], [18]. Indeed, studies in mammalian cells have revealed that Tip60 transiently associates with a growing list of specific transcription factors where it acts as a coactivator or corepressor for certain target genes [8], [19], [20], [21], [22], [23]. Notably, TIP60 was recently identified as one of the six ‘hub’ genes uncovered in a large-scale genetic interaction screen in *C. elegans*, so characterized by their ability to interact with multiple other genes and with all of the developmental signaling pathways screened in the study [24]. Moreover, RNAi depletion studies of Tip60 in an embryonic stem cell (ESC) line demonstrated that Tip60 represses a large number of developmental genes essential for ESC differentiation, and as such, identified Tip60 as a regulator of ESC identity [25]. However, despite the undisputed central role that Tip60 plays in the regulation of general developmental gene control, the question of whether the epigenetic HAT activity of Tip60 is required for differential tissue-specific gene expression profiles essential for organismal development remains to be explored.

Here, we investigate the role of Tip60 HAT function in transcriptional control during multicellular development *in vivo* by examining genome-wide changes in gene expression in a *Drosophila* model system specifically depleted for endogenous dTip60 HAT function. Our results support a critical role for dTip60 catalytic HAT residue E431 in the acetylation of endogenous histone H4 in our fly model, *in vivo* and demonstrate that dTip60 HAT activity is essential for multicellular development. Moreover, our results uncover a novel role for Tip60 HAT activity in controlling neuronal specific gene expression profiles essential for nervous system function as well as a central regulatory role for Tip60 HAT function in general metabolism.

## Results

### Expression of mutant HAT defective dTIP60^E431Q^ produces a dominant negative lethal effect during *Drosophila* multicellular development

We previously identified and cloned the human homologue of TIP60 in *Drosophila*, referred to as Dmel\TIP60 [6], [26] or dTip60 [5] and demonstrated by GAL4 targeted RNAi knockdown technology [27] that ubiquitous reduction of endogenous Dmel\TIP60/RNAi in the fly results in lethality [6]. These results support an essential role for the dTip60 protein in multicellular development. To extend these studies, and investigate the epigenetic dependency of fly development on Tip60 HAT function, we set out to create a fly line producing GAL4 inducible dominant negative acting dTip60 proteins specifically defective in their catalytic HAT activity. These flies could serve as an experimental tool to identify those cellular processes and genes directly reliant upon the epigenetic HAT function of Tip60 (dTip60^E431Q^ lines) rather than those that may also require additional Tip60 protein function (dTip60^RNAi^), as well as potentially limit off- target gene disruption that may occur when using RNAi knockdown. Additionally, unlike our dTip60^RNAi^ knockdown construct, expression of dTIP60^E431Q^ presumably interferes with the dTip60 protein already produced by maternal dTip60 RNA in the embryo, thus more effectively interfering with dTip60 protein function *in vivo* in the fly. The mutant dTip60 construct was created by introducing a specific amino acid substitution E431Q into the conserved enzymatic HAT domain of dTIP60 that corresponds to mutation E338Q in the yeast Tip60 homolog Esa1 [28] (Figure 1A). Importantly, the Esa1(E338Q) mutant protein has been shown to retain proper protein folding, exhibit substantially reduced HAT activity, and exhibit a dominant negative effect in yeast cells [28]. Flies were transformed with dTIP60^E431Q^ within a GAL4 inducible pUAST construct, and independently derived transgenic fly lines were chosen for initial characterization. The insertions were homozygous viable, and did not cause any observable mutant phenotypes in the absence of GAL4 induction.

**Figure 1:**
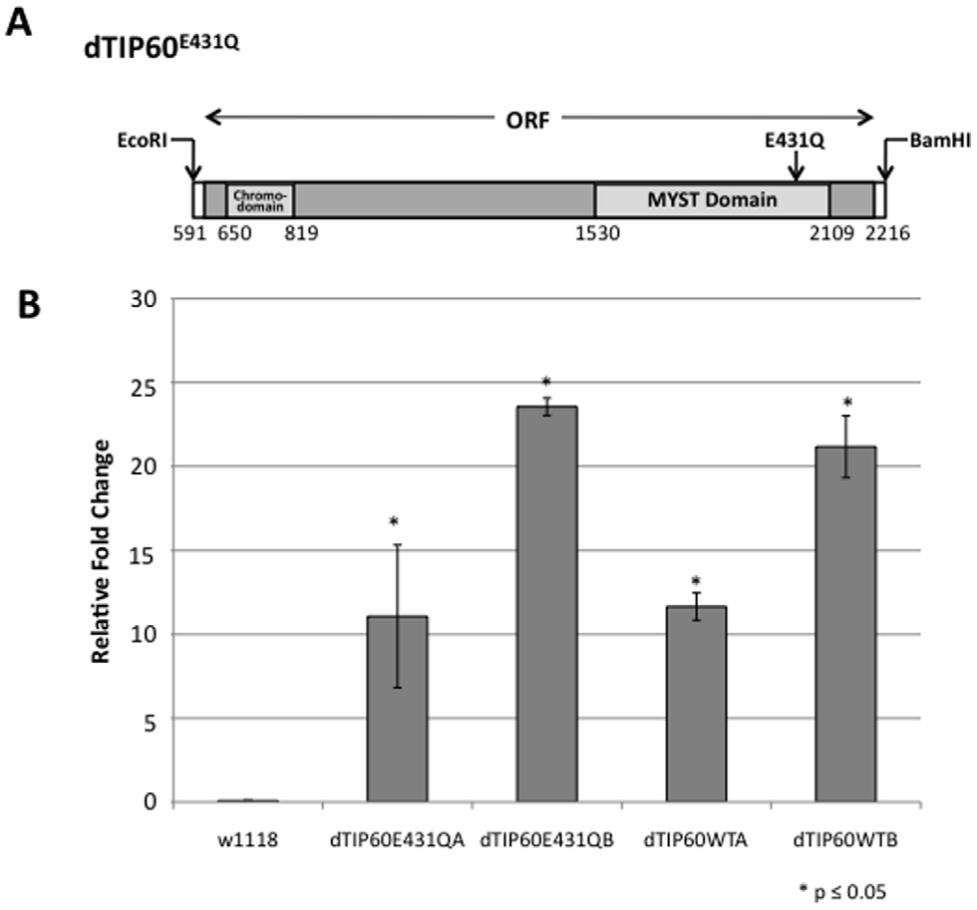
Generation and characterization of transgenic dTip60^E431Q^ and dTip60^WT^ flies. (**A**) Schematic of the dTIP60 open reading frame. Shown is the location of the conserved regions encoding for the N-terminal chromo domain and the C-terminal MYST functional domain. An arrow denotes the position site of amino acid substitution E431Q. (**B**) Exogenous expression levels of dTip60^E431Q^ and dTip60^WT^ in independent fly lines. Shown is a histogram depicting qPCR analysis of exogenous levels of dTip60 in staged three day old second instar larvae progeny resulting from a cross between ubiquitous GAL4 drive 337 and either dTip60^E431Q^ (lines A and B), dTip60^WT^ (lines A and B) or control w^1118^ flies. To quantify the amount of exogenous expressed dTip60^E431Q^ or dTip60^WT^, primers were designed to amplify a 97bp non-conserved region of dTip60 (present in both endogenous and exogenous dTip60) and a 105bp non-conserved region within the 5′UTR of dTip60, (present only in endogenous dTip60). For each transgenic line, RNA was extracted and qPCR performed using Power Sybr Green. The cycle threshold (CT) was determined for each primer pair and normalized to the CT value of RP49 (ribosomal protein internal loading control) to account for differences between samples. The relative fold change in mRNA expression levels between exogenous and endogenous dTip60 was measured using the comparative Ct method with Rp49 as the internal control, and these results are summarized in the histogram. Asterisks (*) indicate significant fold change between the respective genotype and control flies with values of p≤0.05; n = 3. Error bars represent standard error of the mean.

The amino acid residue E338 in the catalytic HAT domain of the yeast Esa1 protein is thought to be crucial for catalysis, however a conserved function for this residue in the Tip60 protein of multicellular organisms was unknown. To determine whether dTip60^E431Q^ would cause a dominant negative effect during fly development, we induced expression of either mutant dTip60^E431Q^ (independent lines A–C) or exogenous wild-type dTip60 designated dTip60^WT^ (independent lines A–C) at 25°C using the GAL4 driver 337 [29]. This driver produces robust and ubiquitous GAL4 production beginning during late embryonic development and continuing into adulthood. The w^1118^ fly line crossed to 337-GAL4 served as a control. We found that control flies as well as two independent fly lines each expressing wild-type dTip60^WT^ all exhibited normal phenotypes. However, induction of dTip60^E431Q^ for independent lines A–C reduced fly viability to 0% (Table 1). The developmental stage when lethality occurred varied between individual fly lines, with the majority of lethality occurring during the late pupal stage for line A, and during the late second instar larvae stages for lines B and C. Such variation in developmental stages of lethality may be due to position effect variegation on expression levels due to random transgene insertion within the genome (Figure 1B). Similar results were obtained using the ubiquitous actin driver Act5c for four independent dTip60 ^E431Q^ lines (lines A–D; Table S1), confirming the dominant negative lethal effects observed. Taken together, these results demonstrate that production of dTip60^E431Q^ produces dominant negative lethal effects during fly development, and that the HAT catalytic activity, which is dependent on the presence of E431 in the catalytic site, is essential for dTIP60 function in multicellular development.

**Table 1:** Ubiquitous expression of dTIP60 in independent fly lines produces a dominant negative lethal effect that can be rescued by an additional copy of wild-type dTIP60.

Fly Lines x 337-GAL4	
Test Cross Fly Lines^a^	Number of Surviving Adult Flies^c^
w^1118^	99±3
dTIP60^E431Q^A	0±0*
dTIP60^E431Q^B	0±0*
dTIP60^E431Q^C	0±0*
dTIP60^WT^A	120±28*
dTIP60^WT^B	107±18
dTIP60^WT^C	116±14
**Rescue Cross Fly Lines** b	
dTIP60^Rescue^A	65±23*
dTIP60^Rescue^B	97±9
dTIP60^Rescue^C	110±10
dTIP60^Rescue^D	56±7*
dTip60^UAS titration control^	0±0

*p≤0.05.

a Test Cross Fly Lines. Ten flies homozygous for either dTip60^E431Q^ or dTip60^WT^ P-element insertions, or control w^1118^, were mated to seven flies homozygous for the ubiquitous 337-GAL4 driver. For independently derived fly lines dTip60^E431^ A, B and C the P-element insertions are located on chromosome 3, and for independently derived fly lines dTip60^WT^ A, and C the P-element insertions are located on chromosome 2.

b Rescue Cross Fly Lines. Four independent rescue lines were generated, each homozygous for dTip60^WT^ (line A or B) on the second chromosome and dTip60^E431Q^ (line A or B) on the third chromosome. Rescue lines are designated as follows: line A is dTip60^E431Q^ B/dTip60^WT^A, line B is dTip60^E431Q^ B/dTip60^WT^B, line C is dTip60^E431Q^ A/dTip60^WT^A, line D is dTip60^E431Q^ A/dTip60^WT^B. UAS titration control is dTip60^E431^B/UAS-GFP which is homozygous for UAS-dTip60^E431^ line B on the third chromosome and UAS-GFP (UAS driven green fluorescent protein) on the second chromosome. Ten homozygous flies for each of the independent rescue fly lines were crossed to seven flies homozygous for the ubiquitous 337-GAL4 driver.

c Number of Surviving Adult Flies. Adult progeny were counted over an eight day period and the total number of surviving flies was scored. Both dTip60^E431Q^ lines reduced viability to 0% that of w^1118^ control flies. For dTIP60^WT^ line A, there was a significant increase in survivorship when compared to control w^1118^ flies. All four rescue lines showed significant rescue of the observed lethal phenotype, with rescue lines A and D exhibiting greater than 50% rescue and rescue lines B and C exhibiting 100% rescue. The UAS titration control dTip60^E431^B/UAS-GFP showed no rescue, indicating that rescue is dependent upon additional dTip60^WT^ protein, and not potential GAL4 titration due to the additional UAS construct. The results are reported as mean ± SD (n = 3); * p≤0.05.

The mutant dTip60^E431Q^ protein theoretically produces a dominant negative effect in the fly by outcompeting endogenous wild-type dTip60 for binding to the dTip60 complex when over-expressed. To determine whether the severity of the dominant negative effect correlates with dTip60^E431Q^ expression levels and thereby its ability to outcompete the wild type, we used qPCR to compare the exogenous levels of dTip60^E431Q^ transgene expression between fly lines A and B, as they exemplified the greatest and least severe dominant negative phenotypes, respectively using GAL4 ubiquitous driver 337 for induction (Table 1). Determination of transgene induced exogenous dTip60^E431Q^ or dTip60^WT^ for each line was accomplished by amplifying total dTip60 mRNA using primers designed to a non-conserved region within both the endogenous and exogenous transgene induced dTip60, and calculating the relative fold change in mRNA expression levels in comparison to endogenous dTip60 mRNA levels using primers designed specifically to the endogenous 5′UTR dTip60 region that is lacking in the exogenous transgene induced dTip60. The relative fold change in mRNA expression levels between exogenous and endogenous dTip60 was measured using the comparative Ct method with RP49 as the internal control. All samples analyzed were early second instar larvae, as this is the stage directly before dTip60^E431Q^ induced lethality occurs. We found that both lines expressed exogenous dTip60^E431Q^, with line B expressing almost twice the level of dTip60^E431Q^ than line A, possibly suggesting that the more severe dominant negative effect of line B may be due to the greater level of dTip60^E431Q^ it produces (Figure 1B). Of note, although comparably robust levels of exogenous wild-type dTip60 were observed for dTip60^WT^ fly lines A and B, unlike dTip60^E431Q^ fly lines, both dTip60^WT^ fly lines exhibited normal phenotypes. To determine whether induction of HAT-defective dTIP60^E431Q^ leads to depletion of endogenous histone H4 acetylation levels, *in vivo* we carried out Western analysis [30], [31] on equal amounts of endogenous histone proteins purified from each of the second instar larval samples using antibodies to pan-acetylated histone H4, which is the preferential histone substrate of Tip60. Our results reveal that endogenous levels of acetylated histone H4 are significantly depleted in both independent fly lines dTip60 A and B when compared to control samples (Figure 2 A and B). Taken together, these results demonstrate that the dominant negative effect is dependent upon the level of mutant dTip60^E431Q^ produced, and that the amino acid E431 in the catalytic HAT domain of dTip60 is critical for acetylating endogenous histone H4 *in vivo*.

**Figure 2:**
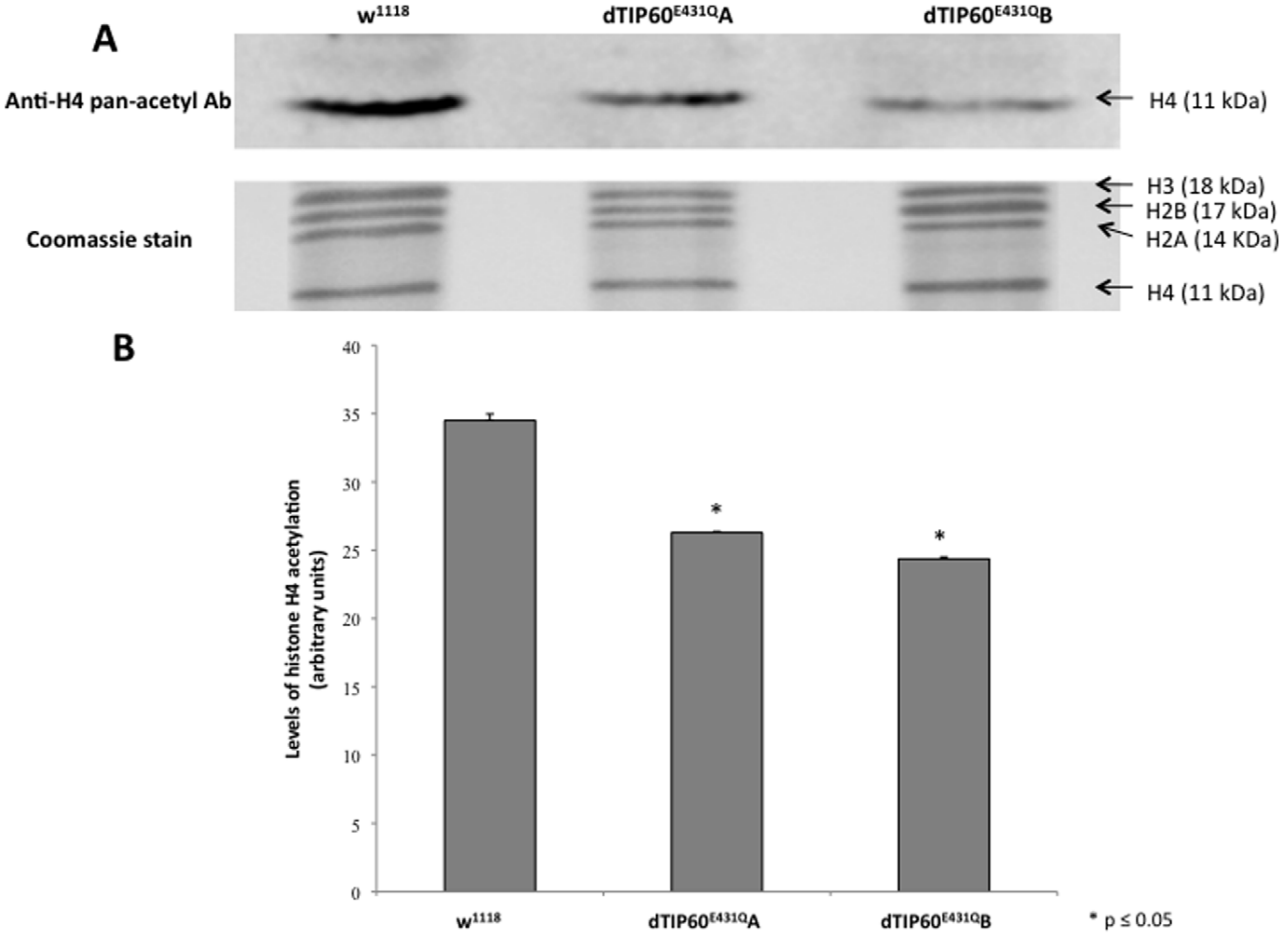
Expression of dTip60^E431Q^ in flies significantly depletes endogenous levels of histone H4 acetylation *in vivo*. (**A**) Equal amounts of core histones isolated from 50 three day old staged second instar larvae for each genotype crossed to GAL4 line 337 were resolved by 18% polyacrylamide gel electrophoresis, Western-blotted, and immunostained with antibodies that recognize four acetylated lysine residues (K5, K8, K12 and K16) of histone H4. Coomassie staining of core histone proteins were used to ensure equal loading of the samples [30], [31]. (**B**) Western blot signals were quantitated using Fluorchem imager (Alpha Innotech) and the results are summarized in the histogram depicting arbitrary units of endogenous histone H4 acetylation for each of the three genotypes analyzed. To ensure signal was in the linear range, Alpha Ease FC software (Alpha Innotech, San Leandro, CA) was used according to the manufacturer's instructions to select exposure times such that there was no saturation detected. Values indicated are the mean of three independent biological replicates. Asterisks (*) indicate significant fold change in acetylation in relation to control w^1118^ flies where p<0.05. Error bar depicts standard error of the mean; n = 3.

To confirm that the lethal effects we observed were specifically caused by defective dTip60^E431Q^ function, we assessed whether additional levels of GAL4 induced wild-type dTIP60 would rescue dTip60^E431Q^ induced lethality. Four independent fly strains were produced that were homozygous for different combinations of both the strongest or weakest expressing dTip60^E431Q^ transgene and the strongest or weakest expressing dTIP60^WT^ transgene in addition to the endogenous dTIP60 gene on the X chromosome. These fly lines were designated as independent rescue lines dTip60^Rescue^ A, B, C, or D (Table 1). Each of these fly lines were crossed to the ubiquitous GAL4 driver 337 and the viability of the progeny was scored (Table 1). The results revealed that in this genetic background, when additional wild-type dTIP60 transgene (dTip60^WT^) expression was induced by GAL4 in flies also expressing the GAL4 induced dTIP60^E431Q^ construct, a significant number of flies were rescued with 100% rescue for two of the four rescue lines (Table 1). Similar rescue results by dTip60^WT^ were obtained for dTip60^RNAi^ induced lethality [5] as well as using a second ubiquitous driver Act5c (Table S1). These results demonstrate that dTIP60^E431Q^ induced lethality is specifically caused by over-expression of the mutant protein, as this effect can be rescued by additional expression of wild-type dTip60. These findings as a whole demonstrate that the HAT activity of dTip60 is essential for *Drosophila* multicellular development, and support our system as a valuable *in vivo* model for investigating the epigenetic based dependency of developmental processes on Tip60 HAT function.

### dTip60 HAT activity is required for the transcriptional regulation of genes involved in a diverse array of metabolic and general cellular processes

To gain insight into the role of Tip60 HAT function in transcriptional control during multicellular development, we used microarray analysis to examine changes in gene expression in response to ubiquitous induction of either dTip60^E431Q^ or dTip60^WT^ in the fly. Our highest expressing transgenic fly lines dTip60^E431Q^ line B, dTip60^WT^ line B, and w^1118^ control flies were each crossed to the ubiquitous GAL4 driver 337. As induction of dTip60^E431Q^ with the 337-GAL4 driver results in lethality during late second instar larval stage, RNA samples were isolated from 35 three-day-old pooled larvae collected prior to lethality, to enhance our opportunity to detect Tip60 related cellular changes and ensure that such changes were not linked to tissue necrosis. 

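Expression was measured in whole larvae of 3 genotypes: w1118 control, dTip60 E431Q line B and dTip60 WT line B, each crossed to the ubiquitous GAL4 driver. Each genotype gave 2 pools of 35 larvae, 3 days old and raised at 25°C, and each pool went on its own array. The methods give 1 µg of RNA for cDNA synthesis and the sample labels 500 ng. The authors quantitated the arrays in GCOS and normalized them in dChip, which gave a model-based expression index for each probe set. The deposited values are linear intensities and were taken to be these indexes. After 183 Affymetrix control probe sets were left out, 18769 probe sets were tested. Of these, 13648 carry exactly 1 gene symbol and stand for 11983 genes. The lowest intensity was 0.69 and 1.37% of the values were exactly 1. Array medians were 44.4 and 43.6 in the control, 51.5 and 51.9 with dTip60 E431Q, and 43.8 and 45.2 with dTip60 WT. Differences were tested in limma on log2 intensities, with the 3 genotypes fitted together on 3 residual degrees of freedom. A probe set was called where p adjusted by Benjamini-Hochberg over all probe sets was below 0.05 and the fold was at least 2. Values after ± are the SD of 2 arrays.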

Microarray analysis was carried out in duplicate on these pooled biological replicate samples using the Affymetrix *Drosophila* Genome 2.0 Array. 

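A few genes differed strongly between larval pools of the same genotype, among them Sgs3, Fbp1, TwdlB and Osi6. Sgs3, a salivary gland glue gene, had intensities of 201 and 8.31 in the control pools and 1.93 and 343 in the dTip60 WT pools. Fbp1, a fat body gene, had 1329 and 7.09 in the control and 5.01 and 1015 with dTip60 WT, and stayed at 3.32 and 6.42 with dTip60 E431Q. TwdlB, a cuticle protein gene, had 63.7 and 1357 in the control, 53.1 and 696 with dTip60 WT, and 9028 and 10480.0 with dTip60 E431Q. Within dTip60 E431Q, the Osiris gene Osi6 had 3929.7 and 327. These 4 genes were picked after their values were seen. Most probe sets differed little: Pearson's r of log2 intensity across the 18769 probe sets was 0.961 for the control duplicates, 0.967 for dTip60 E431Q and 0.964 for dTip60 WT. Between control and dTip60 WT arrays r ran from 0.961 to 0.965, as high as between duplicates, and between control and dTip60 E431Q arrays from 0.902 to 0.919. On linear intensities r was 0.996, 0.991 and 0.997 for the duplicates and 0.829 to 0.857 between control and dTip60 E431Q. All 15 pairs of arrays were compared, and probe sets are not independent replicates, so no p is given.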

A correlation matrix generated using dCHIP software demonstrated that the correlation coefficients calculated for duplicate samples for each of the three genotypes analyzed showed significant agreement, indicating high reproducibility of the gene expression data we present in this study. Genes selected for misregulation were identified as those with a fold change of greater than 2 or less than −2 (p≤0.05) between the w^1118^ control and dTip60^E431Q^ or dTip60^WT^ fly lines after normalization and standardization using dChip programs.

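Larvae with dTip60 E431Q had far fewer transcripts of the storage-related genes Lsp2 and Fbp2. Lsp2, which encodes a larval serum protein, fell from an intensity of 14331 ± 1152 in the control to 135 ± 6.77 (log2 change -6.73, limma, adjusted p = 0.00140), and the fat body gene Fbp2 fell from 7519 ± 2914 to 25.3 ± 0.502 (-8.16, adjusted p = 0.00415). Also among the largest falls were CG32071 (-5.84), CG12522 (-5.60), CG32073 (-4.95), CG34278 (-4.92) and CG7763 (-4.68). Drsl2, of the drosomycin family of antifungal peptides, rose from 2.60 ± 0.728 to 518 ± 163 (7.63, adjusted p = 0.00550). Its control level is near background, and the size of the change rests on it (4.81 with a pseudocount). The odorant-binding protein gene Obp50e rose from 9.68 ± 2.73 to 700.4 ± 110.1 (6.20, adjusted p = 0.00422) and a10 from 31.4 to 1652 (5.74). CG14327 rose by 5.95 on the log2 scale. CG14326 rose by 6.30 (adjusted p = 0.00941), and by 5.47 to 7.12 when 1 control or dTip60 E431Q array was left out. Its call was lost without either dTip60 E431Q array. With an array left out, fewer degrees of freedom remain, and the adjusted p rises even for the strongest changes. A call lost that way need not mark an unsteady change. CG4998 (6.35, adjusted p = 0.0218) and CG14851 (7.34, adjusted p = 0.0340) lost their calls with only the control and dTip60 E431Q arrays fitted, at adjusted p = 0.0511 and 0.0732, and without control replicate 1 (4.88 and 5.24, adjusted p = 0.0501 and 0.0550) or either dTip60 E431Q array (0.0929 to 0.140). In all, 2698 probe sets were called with dTip60 E431Q against the control, 1574 higher and 1124 lower, which stand for 1274 and 870 genes, 9 of them in both counts. By limma's unadjusted p and a fold above 2, 3382 probe sets passed, 2035 higher and 1347 lower. With a 90% confidence bound on the fold, taken from limma's standard errors and not from dChip, 1636 passed, 1007 higher and 629 lower. The methods' t-test gave 1558 with no such bound and 0 after Benjamini-Hochberg. The called count rests on all arrays: it was 776 and 1287 without control replicate 1 or 2, and 1559 and 1578 without dTip60 E431Q replicate 1 or 2. Simulated data had the spread of these arrays and few probe sets changed, which makes the adjustment stricter than here. In them limma called 0 of 50 probe sets changed 2-fold, 24 of 50 changed 4-fold and 35 of 50 changed 8-fold.

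**Figure D1:**
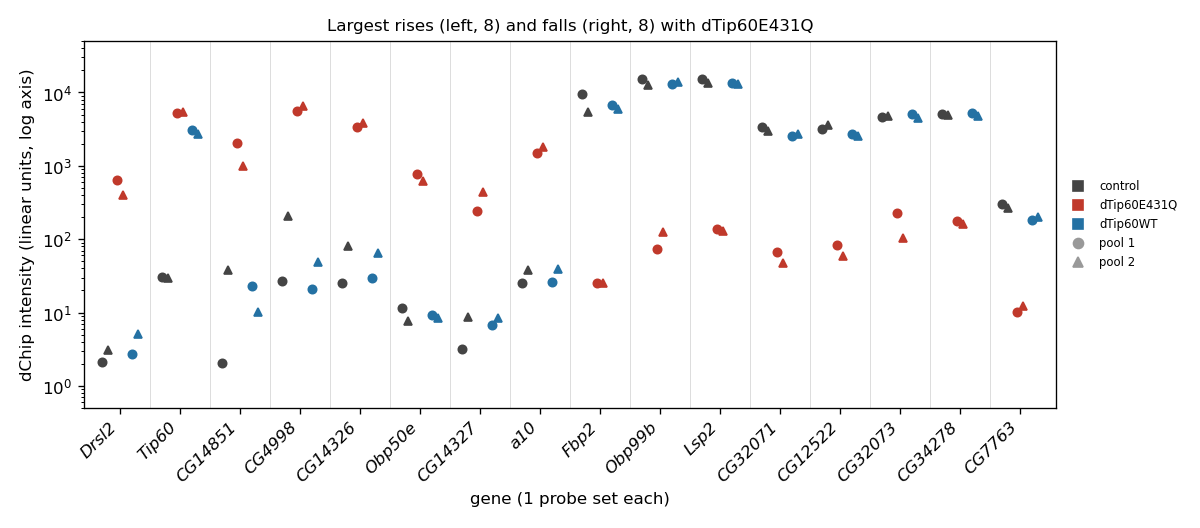
Intensity on each array of the genes with the largest rises and falls with dTip60E431Q, 1 probe set per gene and 1 point per array, on a log axis. The genes were taken by a rule set on called probe sets.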

We identified a total of 1756 genes that were significantly misregulated in response to dTip60^E431Q^ induction, with 1051 genes up-regulated, 705 genes down-regulated (Figure 3A). In contrast, only 106 genes were identified that were significantly misregulated in response to dTip60^WT^ induction in comparison to control samples, with 55 genes up-regulated and 51 down-regulated (Figure 3A), and 22 genes that were misregulated in response to both dTip60^E431Q^ and dTip60^WT^ (Table S2). This minimal number of genes misregulated by dTip60^WT^ was not surprising as induction of dTip60^WT^ in the fly leads to no observable phenotypic effects (Table 1). 

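Lsp2, Fbp2, Obp50e and Drsl2, which changed strongly with dTip60 E431Q, had values near the control's with dTip60 WT. Lsp2 had an intensity of 13289 ± 186 with dTip60 WT and a log2 change of -0.11 against the control (limma, adjusted p = 1). Fbp2 (-0.18) and Obp50e (-0.10) did not pass either (adjusted p = 1), nor did Drsl2 (0.54, adjusted p = 1). Compared directly, dTip60 E431Q minus dTip60 WT, Lsp2 was lower by a log2 change of -6.62 (adjusted p = 0.00225) and Drsl2 higher by 7.09 (adjusted p = 0.00510). Only the probe set of Tip60, the transgene's own gene, was called in limma with dTip60 WT against the control, and 0 probe sets were called lower. At an unadjusted p below 0.05 there were 1051, and 23 were called with limma's trend and robust options. With dTip60 WT, 497 probe sets passed the study's threshold by limma's unadjusted p, 276 higher and 221 lower, and 125 with the 90% confidence bound. That count was 859 without control replicate 1, and the methods' t-test gave 98, of which 0 remained after Benjamini-Hochberg. Most of the 497 were dim: 90.5% lay below the median level of all probe sets, against 38.4% of those that passed with dTip60 E431Q. For an unchanged group drawn with the spread of these arrays, 235 probe sets passed on average and 273 at most in 100 simulations. Both transgenes shared 203 probe sets at the study's threshold: 117 higher in both, 41 lower in both and 45 in opposite directions. Independent lists would share 29.9, 15.9 and 43.8. With both groups unchanged, and so only about 235 passing in each, the shared control arrays gave 29.0, 29.1 and 1.36 on average. Neither is an expected value for the observed lists, which share controls and differ in length from the simulated ones. The shared count was 504 without control replicate 1 and 383 without control replicate 2.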

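The Tip60 probe set gives the level of the transgene's own transcript. Its intensity was 30.0 ± 1.15 in the control, 5318 ± 207 with dTip60 E431Q and 3045 and 2755 on the arrays with dTip60 WT. Against the control Tip60 rose by 7.47 on the log2 scale with dTip60 E431Q (limma, adjusted p = 0.00122) and by 6.59 with dTip60 WT (adjusted p = 0.00425). The dTip60 WT rise kept its size, 6.52 to 6.66, but not its call when any 1 array was left out (adjusted p from 0.121 to 0.217) or with only the control and dTip60 WT arrays fitted (0.121). Between the transgenes Tip60 was 1.84-fold higher with dTip60 E431Q (log2 change 0.88, adjusted p = 0.0142), and 0.88 became 1.1 after quantile normalization (adjusted p = 0.00748). RpL32, the reference gene of the qRT-PCR, had a log2 change of -0.09 with dTip60 E431Q (adjusted p = 0.595). Apart from Tip60, genes far apart between the transgenes were Cyp6a20, a cytochrome P450 gene, at 586 ± 68.2 with dTip60 E431Q and 32.6 ± 0.870 with dTip60 WT (log2 change 4.16, adjusted p = 0.00421), and Cht5, a chitinase gene, at 572 ± 28.2 and 25.4 ± 0.198 (4.49, adjusted p = 0.00417). In all, 2783 probe sets were called between the transgenes, 1648 higher and 1135 lower with dTip60 E431Q. Without dTip60 WT replicate 1 or 2 the count was 661 or 883, and without dTip60 E431Q replicate 1 or 2 it was 1844 or 1766. From comparable expression of the transgenes and the larger number of changes with dTip60 E431Q, the paper reasons that these changes follow from the substitution in the HAT domain and not from over-expression.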

Importantly, the comparable levels of expression that we observed for ubiquitous induction of exogenous dTip60^E431Q^ and dTip60^WT^ in the fly (Figure 1B) argue that the significantly larger number of misregulated genes we identify in response to dTip60^E431Q^ expression are specifically due to consequences of the amino acid substitution in the HAT domain of dTip60, rather than simply an artifact caused by over-expression of the transgene itself.

**Figure 3:**
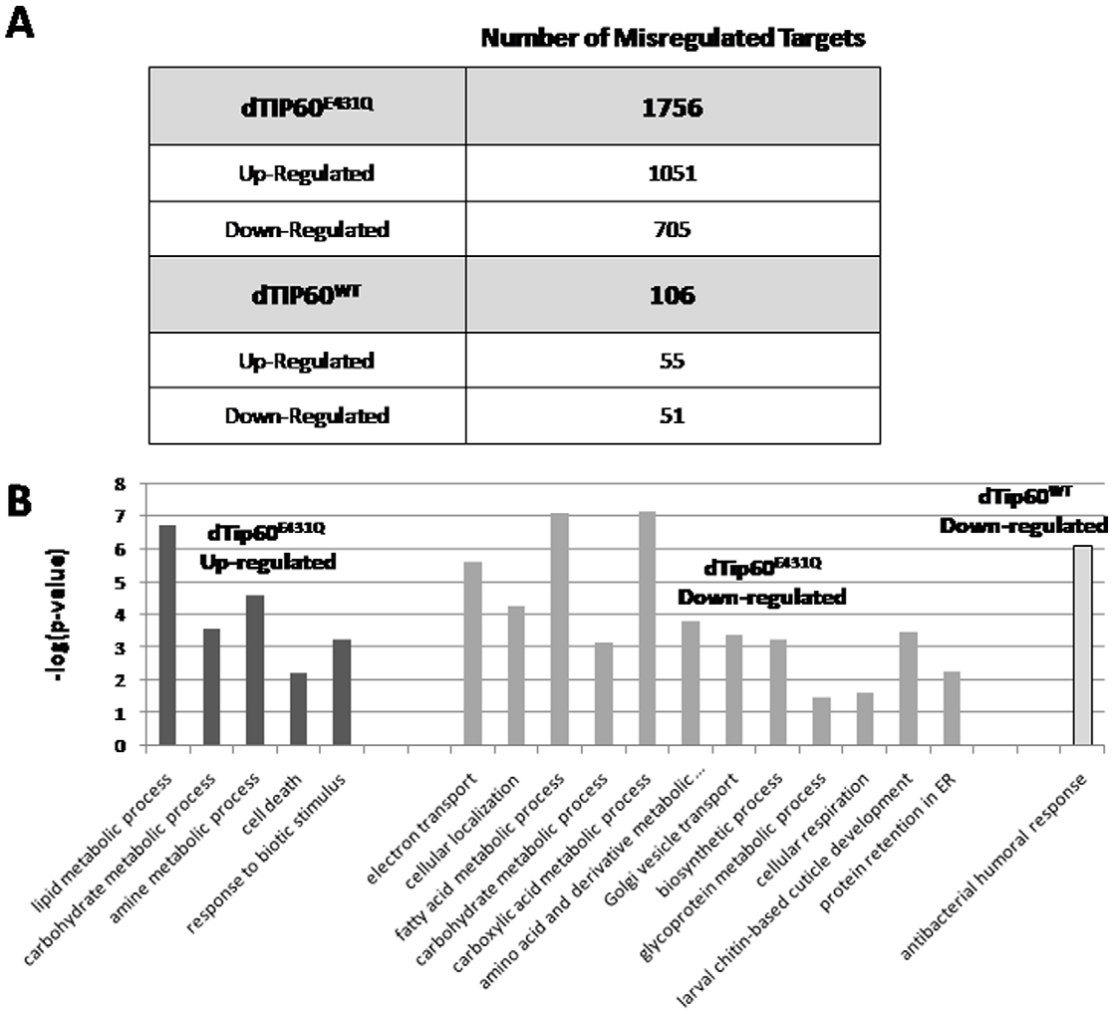
Microarray analysis reveals a central role for Tip60 in the transcriptional control of genes linked to diverse metabolic and general cellular processes. (**A**) Total number of significantly misregulated genes in response to dTip60^E431Q^ or dTip60^WT^. The dCHIP t-test function was used to identify genes whose expression differed significantly (p<0.05) and these genes were then filtered to select for those that showed a twofold or greater change and a 90% confidence bound of fold change. (**B**) Significantly enriched gene ontology (GO) groups representing dTip60^E431Q^ and dTip60^WT^ misregulated genes. Genes were annotated and biological processes were analyzed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID). Significance of overrepresentation of Gene Ontology (GO) terms was determined (p<0.05). Enrichment score (y-axis) is reported as the minus log transformation on the geometric mean of p-values from the enriched annotation terms associating with one or more of the gene group members. The genes up-regulated in response to dTip60^E431Q^ clustered into 5 significantly enriched groups, and down-regulated genes clustered into 12 significantly enrichment groups, with 8 of these groups enriched for metabolic processes. Genes misregulated in response to dTip60^WT^ grouped to one significantly enriched cluster.

To identify biological processes that were significantly affected as a result of gene misregulation, we utilized the DAVID Functional Annotational Clustering tool [32], [33] to group the misregulated genes into clusters by their gene ontology (GO) based on biological process. The genes up-regulated in response to dTip60^E431Q^ clustered into 5 significantly enriched groups (p<0.05) that represent lipid metabolism, carbohydrate metabolism, amine metabolism, cell death, and response to biotic stimulus (immune) processes (Figure 3B). 

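The immune genes Rel and PGRP-LF and the genes Atg1 and wgn rose with dTip60 E431Q, and lipid genes moved both ways. Rel, an NF-κB factor of the immune response, rose from 278 ± 4.79 to 1489 ± 126 (log2 change 2.42, limma, adjusted p = 0.00550), and the peptidoglycan recognition gene PGRP-LF rose from 47.5 to 477 (3.34, adjusted p = 0.00566). Atg1, a kinase gene that starts autophagy, rose by 1.93 (adjusted p = 0.00550), and wgn, which encodes a receptor of the TNF family, by 1.87 (adjusted p = 0.00689). Among lipid genes, the lipase gene Lip3 rose by 4.01 (adjusted p = 0.00550) and NLaz, a lipocalin gene, by 1.93, whereas Npc2h changed by -2.72 and the lipase gene mag by -1.59. In the amine pathway of the cuticle, e rose by 2.17 (adjusted p = 0.00566). In place of the paper's groups, gene lists fixed beforehand were tested against all other genes with camera. Their members were counted at adjusted p below 0.05. Antimicrobial peptides had 6 higher and 1 lower of 22 (8 and 2 adjusted over the list alone) and a median of 1.09 (adjusted p = 0.0135), and cell death genes 6 higher and 0 lower of 18 (7 and 0 adjusted over the list alone) and a median of 0.61, or 0.37 after median scaling (adjusted p = 0.0162). For each of these lists adjusted p = 0.735 with an estimated correlation, which leaves camera 3 residual degrees of freedom and little power. The other lists did not pass in camera, which tests a shift of the whole list. Fisher's exact test on genes called higher, a measure nearer to the paper's, did not pass them either. Its odds ratios were 3.75 for immune recognition and signalling and 4.20 for dietary sugar (adjusted p = 0.0915 and 0.0991). They were 3.35 for tanning, 2.39 for lipases and 0.955 for lipid synthesis. Immune recognition and signalling had 9 higher and 2 lower of 24 (10 and 3 adjusted over the list alone) with a median of 0.41 (adjusted p = 0.199), and 4 higher and 3 lower with a median of 0.18 after median scaling. Trehalose, glycogen and dietary sugar genes had 6 higher and 3 lower of 19 (10 and 3 adjusted over the list alone) with a median of 0.54, or 0.31 after median scaling (adjusted p = 0.118, and 0.0431 after quantile normalization). Cuticle tanning and pigment genes had 8 higher and 2 lower of 26 (10 and 2 adjusted over the list alone) with a median of 0.49, or 0.26 after median scaling (adjusted p = 0.136). Lipase, lipid droplet and lipid transport genes had 7 higher and 8 lower of 24 (8 and 9 adjusted over the list alone) with a median of 0.07, or -0.16 after median scaling (adjusted p = 0.960). Fatty acid and lipid synthesis genes had 3 higher and 4 lower of 21 (3 and 4 adjusted over the list alone) with a median of -0.18, or -0.41 after median scaling (adjusted p = 0.583).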

Down-regulated genes clustered into 12 significant (p<0.05) enrichment groups representing electron transport, cellular localization (protein), fatty acid metabolism, carbohydrate metabolism, amino acid metabolism, Golgi vesicle transport, biosynthetic processes (translation), glycoprotein metabolism, cellular respiration, larval chitin-based cuticle development, and protein retention in ER (Figure 3B). 

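Most genes of the mitochondrial and secretory machinery fell with dTip60 E431Q. UQCR-6.4, a subunit of respiratory complex III, fell from 5352 ± 32.0 to 1583 ± 112 (log2 change -1.76, limma, adjusted p = 0.00570), and ND-15 and ND-13A, of complex I, changed by -1.58 and -1.65. In the endoplasmic reticulum, TRAM fell from 5680.0 ± 123 to 839 ± 87.5 (-2.76, adjusted p = 0.00550), the translocon genes Sec61beta and Sec61gamma changed by -1.90 and -1.68, and KdelR, the receptor that returns proteins to this compartment, by -1.48. Of the vesicle genes between it and the Golgi, zetaCOP changed by -2.64 (adjusted p = 0.00617), loj by -1.86 and Membrin by -1.71. Of the cuticle genes, Lcp9 fell from 10002 ± 604 to 1246 ± 70.0 (adjusted p = 0.00422), and Acp65Aa and Cpr78E changed by -3.62 and -2.86. As fixed lists tested with camera, oxidative phosphorylation had 0 higher and 57 lower of 76 (1 and 59 adjusted over the list alone) and a median of -0.96 (adjusted p = 8.27e-15), COPI, COPII and Golgi transport 0 higher and 17 lower of 18 (0 and 17 adjusted over the list alone) and -1.26 (adjusted p = 1.82e-09), and endoplasmic reticulum chaperones and translocon 0 higher and 11 lower of 14 (0 and 12 adjusted over the list alone) and -1.01 (adjusted p = 6.78e-06). With an estimated correlation none of these passed (adjusted p = 0.735 with an estimated correlation for each). In fry, which tests each list without the other genes, their adjusted p was 0.00217, 0.00255 and 0.00257 in that order. The ribosomes parted by compartment. Mitochondrial ribosomal proteins, among them mRpL20 (-2.00, adjusted p = 0.00550) and mRpS18A (-1.64), had 0 higher and 56 lower of 69 (0 and 60 adjusted over the list alone) and a median of -1.05 (adjusted p = 2.99e-18; adjusted p = 0.735 with an estimated correlation). Cytosolic ribosomal proteins had 5 higher and 1 lower of 41 (1 and 0 adjusted over the list alone) and a median of -0.03 (adjusted p = 0.970). The median was 0.14 after quantile normalization (adjusted p = 0.00402), and -0.26, with 1 higher and 1 lower, after median scaling. This list takes in genes named as -like, and its members with the smallest p were RpL22-like, RpLP0-like, RpL24-like and RpL7-like. Cuticle proteins as a list moved up: 36 higher and 12 lower of 104 (57 and 12 adjusted over the list alone), with a median of 1.36 (adjusted p = 0.000276; adjusted p = 0.735 with an estimated correlation). Chitin synthesis and remodelling genes also moved up, with 10 higher and 0 lower of 34 (10 and 0 adjusted over the list alone) and a median of 0.39 (adjusted p = 0.00350; adjusted p = 0.735 with an estimated correlation), or 8 higher and 2 lower and a median of 0.15 after median scaling. The chitinase gene Cht4 rose by 2.52 (adjusted p = 0.00645).

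**Figure D2:**
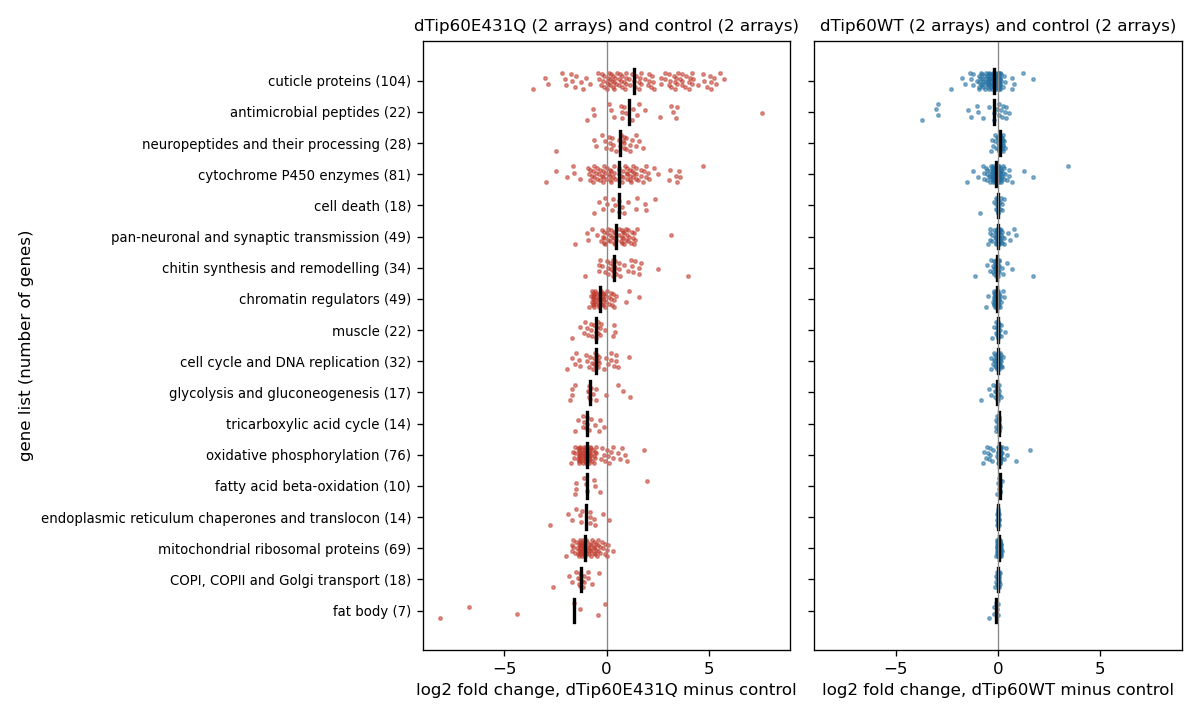
Log2 fold change of each gene (points) and the median (bar) for the gene lists that passed camera at a preset correlation with dTip60E431Q, for dTip60E431Q (left) and dTip60WT (right) against the control. None of the lists passed with an estimated correlation.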

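Lists of cuticle proteins, chitin genes, cytochrome P450 enzymes, antimicrobial peptides, cell death, pan-neuronal genes and neuropeptides moved up with dTip60 E431Q. Moving down were mitochondrial ribosomal proteins, oxidative phosphorylation, the tricarboxylic acid cycle, glycolysis, beta-oxidation, the endoplasmic reticulum, Golgi transport, muscle, fat body, the cell cycle and chromatin regulators. Of 45 gene lists fixed beforehand, these 18 passed camera at the preset correlation, 7 up and 11 down. With an estimated correlation 0 lists passed, and the smallest adjusted p = 0.735 with an estimated correlation. A higher correlation is not the whole reason, since camera then tests on the 3 residual degrees of freedom and has little power. That no list passed is therefore weak evidence against any of them. Glycolysis and antimicrobial peptides had estimates of -0.00388 and -0.0139, below the preset 0.01. Their unadjusted p in camera still rose, from 0.000279 to 0.0296 and from 0.00241 to 0.0444. The fry test did not pass chromatin regulators (adjusted p = 0.160) or cuticle proteins (0.0667), and it passed the other lists named here. Fisher's exact test on called genes passed 2 lists up, cuticle proteins and cytochrome P450 enzymes, and 7 down. The lists were chosen for this comparison and are not the DAVID clusters of the paper.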

Interestingly, although there were more genes up-regulated in response to dTip60^E431Q^, only 5 significantly enriched gene ontology clusters were identified as compared to the 12 identified for up-regulated genes, indicating that the upregulated genes are not as enriched in specific biological processes as the downregulated ones. Of note, up-regulated genes in response to dTip60^WT^ did not group into any significant clusters and down-regulated genes grouped into only one significant cluster that related to bacterium responses, consistent with the lack of phenotypic effects resulting from dTip60^WT^ over-expression in the fly. 

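As a list, antimicrobial peptide genes were lower with dTip60 WT in camera at the preset correlation, with no single gene called. The list call was lost when any of several single arrays was left out. Of 22 antimicrobial peptide genes, 7 had an unadjusted p below 0.05 against the control and 0 passed in limma over all probe sets; adjusted over the list alone 2 were lower. Drsl5, a drosomycin-like gene, had a log2 change of -0.46 (adjusted p = 0.820), BomS6 of 0.04 (adjusted p = 1) and edin, a gene induced by bacteria, of 0.39 (adjusted p = 0.792). These genes were named for their p with dTip60 E431Q, not with dTip60 WT. The Attacin probe set of Table S2, which has no single symbol and is in no list, went from 22.7 and 80.3 in the control to 3.78 and 6.41, a change of -3.12 (adjusted p = 0.671). As a list tested with camera, the antimicrobial peptides had a median of -0.19 and a mean of -0.77 (adjusted p = 0.0307; adjusted p = 0.735 with an estimated correlation). Against dTip60 WT, dTip60 E431Q had 10 of these genes higher and 2 lower. Hemocyte genes had a median of -0.20 (adjusted p = 0.0383; adjusted p = 0.755 with an estimated correlation) and amino acid metabolism -0.09 (adjusted p = 0.0429; adjusted p = 0.735 with an estimated correlation). Cuticle proteins had -0.21 (adjusted p = 0.0142; adjusted p = 0.813 with an estimated correlation), which turned to 0.06 without control replicate 2 (adjusted p = 0.749). None of the lists that passed moved up, though oxidative phosphorylation passed upward with low values raised to a floor (0.06, adjusted p = 0.00105). Each of the 4 lists lost its call when 1 array was left out, the antimicrobial peptides without control replicate 2 (adjusted p = 0.0510), without dTip60 WT replicate 2 (0.163) and without either dTip60 E431Q array (0.0643 and 0.0571), hemocytes and amino acid metabolism without control replicate 1 (0.472 and 0.271), and cuticle proteins without dTip60 WT replicate 2 (0.131).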

Taken together, our microarray results support a role for dTip60 in the control of target genes involved in a diverse array of metabolic and general cellular processes.

### dTip60 HAT activity is required for neuronal gene expression profiles and is essential for nervous system function

The majority of significantly misregulated genes affected by depletion of Tip60 HAT activity grouped to 17 significantly enriched main and general categories representing general metabolic and cellular processes. However, as the microarray analysis was carried out on a mixed population of cells extracted from developing, whole second instar larvae, these *in vivo* samples gave us the opportunity to investigate whether depletion of Tip60 HAT activity also affected genes linked to tissue and cell type specific biological processes as well as the general cellular processes we had identified. 

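Lsp2 and Fbp2 set dTip60 E431Q larvae apart from both other genotypes, and the glue genes Sgs7 and Sgs8 did not. The storage gene Lsp2 had 15146 and 13517 in the control pools, 13420.1 and 13157 with dTip60 WT, and 139.6 and 130.0 with dTip60 E431Q. Fbp2 had 6784 and 5994 with dTip60 WT and 25.6 and 24.9 with dTip60 E431Q. The salivary gland genes ng1 and ng3 changed by -1.66 and -3.14 (limma, adjusted p = 0.0287 and 0.0261), calls that were lost with only the control and dTip60 E431Q arrays fitted (0.0686 and 0.0647), without control replicate 1 (0.119 and 0.114) and without control replicate 2 (0.108 and 0.0974). In the ecdysone pathway ImpL2, an ecdysone-inducible gene that encodes an insulin-binding protein, rose from 779 ± 67.2 to 2622 ± 34.0 (1.75, adjusted p = 0.00581). Of the ecdysone and juvenile hormone genes, br, sro and Jheh2 were lower. With 1 control or dTip60 E431Q array left out, their log2 changes were -2.06 to -1.50, -2.23 to -1.67 and -1.25 to -1.23. The glue gene Sgs7 had 3.85 and 10.9 with dTip60 E431Q, 359 and 7.95 in the control and 6.46 and 434 with dTip60 WT, and Sgs8 had 5.50 and 2.72, 304 and 3.53, and 1.67 and 357; they were named after their values were seen. Storage, glue and late larval proteins had 0 higher and 4 lower of 22 (0 and 4 adjusted over the list alone) and a median of -1.23 (camera, adjusted p = 0.0656); the list passed without control replicate 2 (0.0118), without dTip60 E431Q replicate 2 (0.0423) and with dim probe sets left out (0.0319). Salivary gland markers had 0 higher and 3 lower of 12 (0 and 4 adjusted over the list alone) and a median of -1.26 (adjusted p = 0.182). Ecdysone and juvenile hormone genes had 6 higher and 5 lower of 28 (7 and 5 adjusted over the list alone) with a median of 0.23, or -0.01 after median scaling (adjusted p = 0.583).

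**Figure D3:**
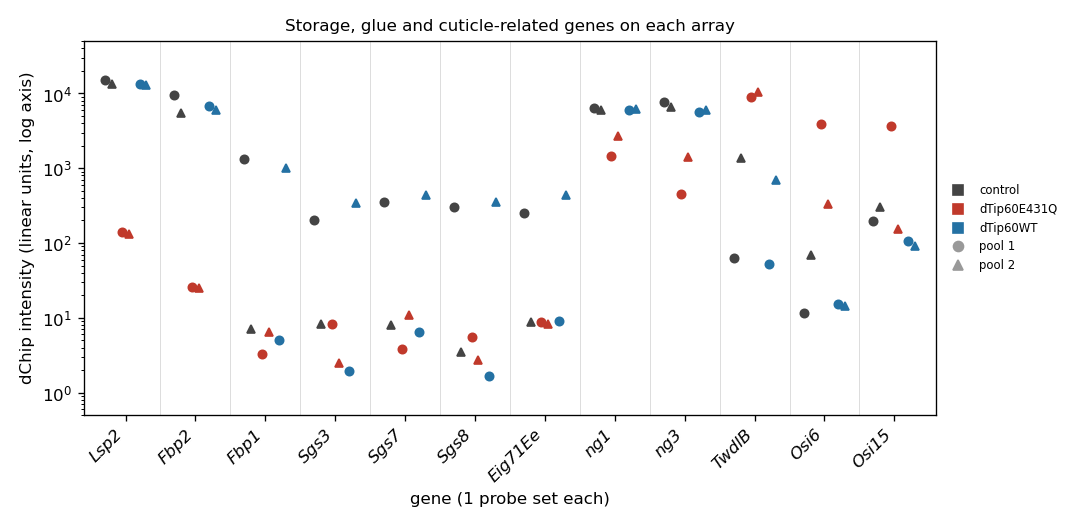
Intensity on each array, on a log axis, of storage (Lsp2, Fbp2, Fbp1), glue (Sgs, Eig71Ee, ng) and cuticle-related genes (TwdlB, Osi). The genes with unlike duplicates were picked after their values were seen.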

Further analysis by DAVID of the genes that did not group to the 17 main clusters but were still significantly misregulated (p≤0.05), revealed additional clusters enriched for cell cycle control regulators, genes involved in general cell development and intriguingly, genes enriched for 17 categories all relating to neuronal function and development, with 7 clusters linked to down-regulated genes and 10 clusters linked to up-regulated genes (Table 2). 

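Some genes of synapses rose with dTip60 E431Q, and some genes of DNA replication fell. PCNA, the sliding clamp of the replication fork, fell from 577 ± 15.5 to 179.8 ± 4.94 (log2 change -1.68, limma, adjusted p = 0.00566), and Cdc6, which loads the replicative helicase, fell from 104 ± 3.13 to 27.2 ± 0.488 (-1.94, adjusted p = 0.00576). Among neuronal genes cac, a presynaptic calcium channel gene, rose from 21.8 ± 1.73 to 42.9 ± 1.38 (0.98, adjusted p = 0.0130, up to 0.0664 when 1 array of either group was left out), short of a 2-fold change (0.64 with a pseudocount). Snap25, of the synaptic fusion machinery, rose by 1.33 (adjusted p = 0.0107; 0.0501 to 0.0607 when 1 control or dTip60 E431Q array was left out) and the dopamine transporter gene DAT by 3.17, or 1.99 with a pseudocount (adjusted p = 0.0151; 0.0532 to 0.0793 likewise). Of neuroblast genes, nub rose by 1.20 (adjusted p = 0.00986; 0.0508 to 0.0556 without control replicate 1 or 2 or dTip60 E431Q replicate 1), or 0.96 after median scaling. The neuroblast gene l(1)sc changed by -2.68, or -1.42 with a pseudocount, and Kr fell as well. As fixed lists, pan-neuronal and synaptic transmission genes had 14 higher and 1 lower of 49 (18 and 1 adjusted over the list alone) and a median of 0.44, or 10 higher, 3 lower and 0.21 after median scaling (camera, adjusted p = 0.00657; adjusted p = 0.735 with an estimated correlation). Cell cycle and DNA replication genes had 2 higher and 11 lower of 32 (4 and 19 adjusted over the list alone) and a median of -0.52 (adjusted p = 0.00212, and adjusted p = 0.735 with an estimated correlation). After median scaling or quantile normalization 1 was higher and 19 were lower, with medians of -0.75 and -0.70. Neuroblast, neuron fate and axon guidance genes had 7 higher and 2 lower of 30 (7 and 2 adjusted over the list alone) and a median of 0.27, or 4 higher, 3 lower and 0.03 after median scaling (adjusted p = 0.307). DNA damage response genes had 1 higher and 1 lower of 16 (1 and 1 adjusted over the list alone) with a median of 0.11, or -0.12 after median scaling (adjusted p = 0.843). Whole larvae were measured, so a change in a neuronal list can reflect the share of neural tissue or the stage of the larvae as well as expression in neurons. The paper proposes a role for Tip60 in neuronal function and development from such clusters among higher and lower genes. It also draws on dTip60 protein in the embryonic nervous system, and on lethality when dTip60 E431Q or Tip60 RNAi was driven in neurons. Its qRT-PCR of selected genes is further evidence it gives.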

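Some neuropeptide genes rose with dTip60 E431Q, while genes of smell and taste moved both ways. sNPF, the short neuropeptide F precursor, rose from 24.0 ± 0.594 to 72.7 ± 0.955 (log2 change 1.60, limma, adjusted p = 0.00581). Dh31, a diuretic hormone gene, rose by 1.80 (adjusted p = 0.00789, and 0.0511 without control replicate 1), and the neuropeptide-like precursor gene Nplp4 changed by -2.48 (adjusted p = 0.00791, and 0.0512 without control replicate 1). Of the odorant-binding protein genes, Obp56e fell from 384 ± 1.24 to 75.3 ± 1.63 (-2.35, adjusted p = 0.00550) and Obp83g from 3064 ± 69.5 to 1046 ± 29.3 (-1.55, adjusted p = 0.00654). Neuropeptides and their processing had 10 higher and 1 lower of 28 (13 and 2 adjusted over the list alone) and a median of 0.68, or 0.45 after median scaling (camera, adjusted p = 0.0102; adjusted p = 0.735 with an estimated correlation), and adjusted p = 0.0707 without dTip60 E431Q replicate 1. Learning, memory, courtship and circadian genes had 4 higher and 1 lower of 25 (4 and 1 adjusted over the list alone) and a median of 0.57, or 0.34 after median scaling (adjusted p = 0.126). Odorant-binding proteins had 7 higher and 8 lower of 47 (8 and 9 adjusted over the list alone) and a median of 0.31, or 0.07 after median scaling (adjusted p = 0.689). Odorant, gustatory and ionotropic receptors had 7 higher and 7 lower of 166, none of them adjusted over the list alone, and a median of -0.04, or 4 higher, 13 lower and -0.27 after median scaling (adjusted p = 0.810). Phototransduction genes had 1 higher and 1 lower of 9 (1 and 1 adjusted over the list alone) and a median of -0.17, or -0.40 after median scaling (adjusted p = 0.960).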

The neuronal processes identified were diverse, with functions linked to behavior, learning and memory, as well as sensory, neurogenesis and general neuronal system function. 

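As lists, muscle and fat body genes were lower with dTip60 E431Q, and the other lists of tissue markers did not pass. The muscle LIM protein gene Mlp60A fell from 13784 ± 704 to 7357 ± 678 (log2 change -0.91, limma, adjusted p = 0.0158) and Zasp66, of the muscle Z-disc, from 7949 ± 179.7 to 4696 ± 118 (-0.76, adjusted p = 0.0164), each by less than 2-fold, though Mlp60A reached -1.14 after median scaling and Zasp66 was at -0.44 after quantile normalization. With 1 control or dTip60 E431Q array left out, their adjusted p ranged from 0.0506 to 0.0803. In the fat body FASN1, a fatty acid synthase gene, fell from 11320.0 ± 131 to 4648 ± 308 (-1.29, adjusted p = 0.00835, and 0.0549 without control replicate 1). The trypsin gene alphaTry rose from 531 ± 12.0 to 2855 ± 420.1 (2.42, adjusted p = 0.00566). Muscle genes had 0 higher and 10 lower of 22 (0 and 14 adjusted over the list alone) and a median of -0.50 (camera, adjusted p = 0.000276). After median scaling 16 were lower (median -0.73), and after quantile normalization 7 (median -0.29). Fat body genes had 0 higher and 4 lower of 7 (0 and 5 adjusted over the list alone) and a median of -1.59 (adjusted p = 0.00251). The storage-related genes Lsp2, Fbp1 and Fbp2 are 3 of these 7, and the other 4 had a median of -0.85. For both lists adjusted p = 0.735 with an estimated correlation. Glia had 3 higher and 0 lower of 8 (4 and 0 adjusted over the list alone) and a median of 0.33, or 0.09 after median scaling (adjusted p = 0.128). Hemocytes had 0 higher and 1 lower of 15 (0 and 0 adjusted over the list alone) and -0.15, or -0.38 after median scaling (adjusted p = 0.346), and germline and testis genes 1 higher and 0 lower of 31 (1 and 0 adjusted over the list alone) and 0.38, or 0.15 after median scaling (adjusted p = 0.319). Midgut digestive enzymes had 1 higher and 3 lower of 25 (1 and 3 adjusted over the list alone) and a median of -0.01, or 0.25 after quantile normalization (adjusted p = 0.916). Imaginal discs had 2 higher and 0 lower of 13 (1 and 0 adjusted over the list alone) and 0.00, or -0.23 after median scaling (adjusted p = 0.984). Malpighian tubules had 1 higher and 0 lower of 6 (1 and 0 adjusted over the list alone) and 0.04, or -0.19 after median scaling (adjusted p = 0.934). Tracheae had 0 of 6 in limma, with 0 at an unadjusted p below 0.05, and a median of 0.25, or 0.02 after median scaling (adjusted p = 0.593 in camera).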

Of note, aside from one muscle-development related cluster, these neuronal categories were the only tissue-specific related clusters identified in our analysis. To validate the microarray results, we carried out qRT-PCR analysis on 11 genes encoding proteins with known function. The up-regulated and down-regulated genes selected for this analysis represented a wide range of neuronal functions including neuronal cell type differentiation, transmission of nerve impulses, locomotion and behavior, learning and memory, as well as sensory processes including sight and olfactory behavior. 

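The Figure 4 genes moved in both directions with dTip60 E431Q. Kr, a zinc finger gene that gives neuroblasts their temporal identity, fell from 638 ± 8.70 to 55.2 ± 5.14 (log2 change -3.53, limma, adjusted p = 0.00422). Ddc, which encodes the dopa decarboxylase that makes dopamine and serotonin, rose from 127 ± 48.9 to 1726 ± 372 (3.80, adjusted p = 0.00759). Obp99b fell from 13889 ± 1958 to 98.7 ± 37.3 (-7.18, adjusted p = 0.00463). The phosphoserine phosphatase gene aay rose by 1.79 (adjusted p = 0.00863; 0.0550 and 0.0508 without control replicate 1 or 2), and cas, another temporal factor of neuroblasts, by 1.52 (adjusted p = 0.0254; 0.0820 to 0.114 when 1 control or dTip60 E431Q array was left out, and 0.0598 with a replicate block). Fmr1 and dsx have a pair of probe sets each, which gave different changes. Fmr1, the fragile X gene, fell by 1.53 with the brighter probe set (adjusted p = 0.0107; 0.0533 to 0.0571 when 1 control or dTip60 E431Q array was left out) and rose by 0.84 with the dimmer (adjusted p = 0.0434, up to 0.153 when 1 such array was left out), short of 2-fold. The sex determination gene dsx changed by -3.54 with 1 probe set (adjusted p = 0.00675; -1.88 with the floor and -1.58 with a pseudocount, since it was near background with dTip60 E431Q) and by -0.64 with the other (adjusted p = 0.230; -1.05 and -0.22 without control replicate 1 or 2 and -0.33 with a pseudocount). For ham the log2 changes were 0.03 (adjusted p = 0.960) and 0.20 (adjusted p = 0.897), the latter from a probe set at an intensity of 2.14 in the control, which turned to -1.1 without dTip60 E431Q replicate 1 (adjusted p = 0.0486) and to 1.49 without dTip60 E431Q replicate 2 (adjusted p = 0.0411). Of 11 probe sets, 7 were called, 3 higher and 4 lower, and 4 without either control array. The study chose these genes on the same arrays, so their calls are not independent evidence. The scrt gene was not analysed here.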

A comparison of the microarray data and qRT-PCR of selected targets showed good correlation (Figure 4 A and B), indicating the reliability of our microarray data as well as supporting a role for dTip60 in the regulation of a wide variety of genes required for neuronal development and function.

**Figure 4:**
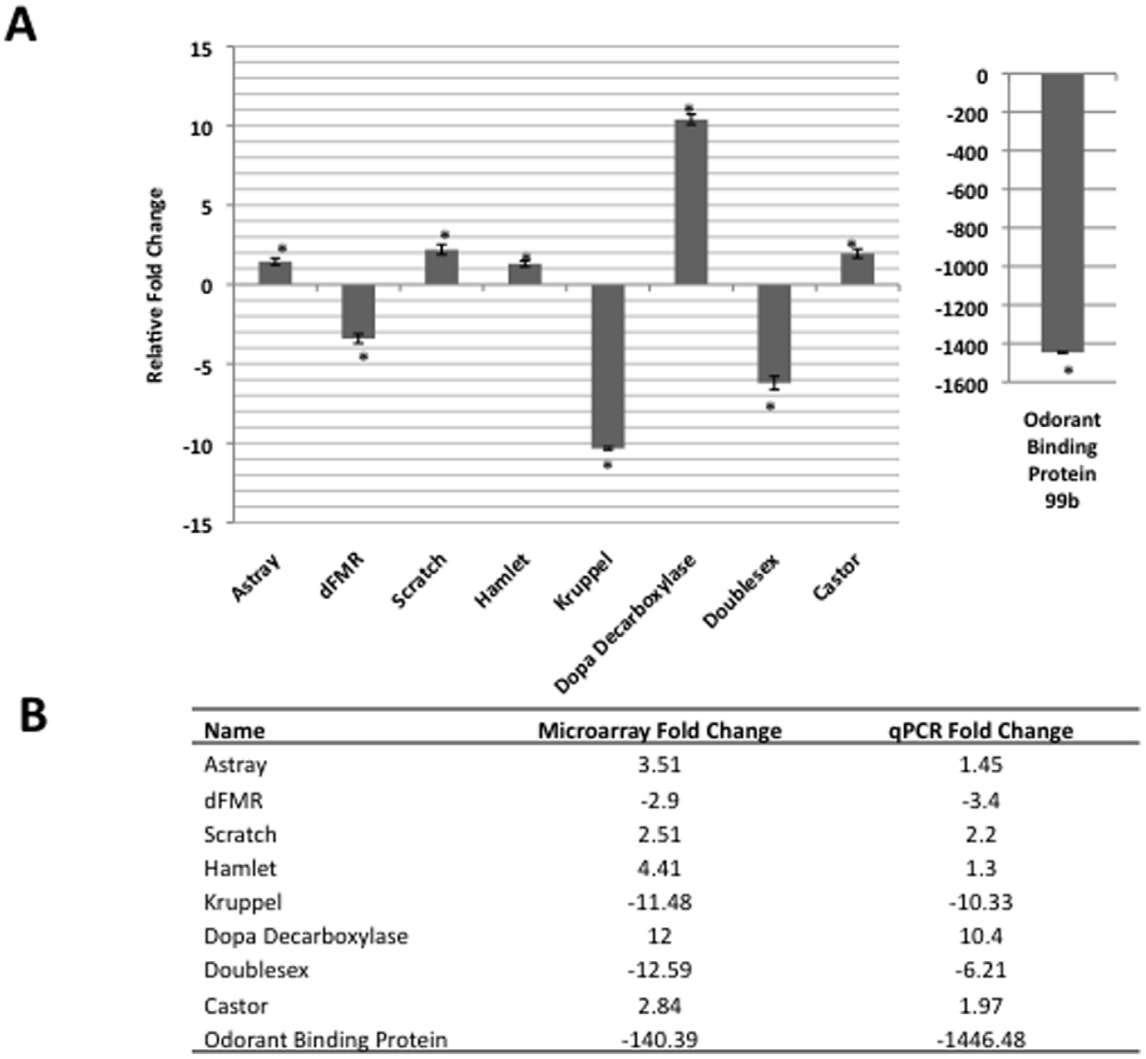
qRT-PCR validation of selected neuronal target genes identified by microarray analysis. Shown is a histogram depicting qPCR analysis of the expression of selected neuronal target genes identified by microarray using aliquots of cDNA pools prepared for microarray analysis. The relative fold change in mRNA expression levels were measured using the comparative Ct method with RP49 as the internal control gene. Asterisk (*) indicates significant fold change where * is p≤0.05, ** is p≤0.0005 and *** p≤0.000008. Error bars represent standard deviation and are reported as ± standard error of the mean, (n = 3).

**Table 2:** Gene ontology clusters significantly misregulated in response to dTIP60^E431Q^.

Biological Process^a^	Number of Targets	Biological Process^a^	Number of Targets
**Up-regulated**		**Down-regulated**	
Response to Stress	9	Protein Processing	5
Growth	14	Mitochondrion Organization and Biogenesis	7
Lipid Biosynthetic Process	11	Metabolic Process (Protein Metabolic Process)	257
Response to External Stimulus^b^	11	DNA Metabolic Process	12
Behavior (Chemosensory, Learning and Memory)^b^	23	Aromatic Compound Metabolic Process	9
Pigment Biosynthetic Process	7	Heterocycle Metabolic Process	9
Membrane Lipid Metabolic Process	9	Response to Abiotic Stimulus	9
Positive Regulation of Growth	4	Vesicle-Mediated Transport	24
Cell Adhesion	18	Secondary Metabolic Process (Pigment Biosynthetic Process)	6
Cellular Process (Protein Metabolic Process)	328	Behavior (Courtship Behavior)^b^	11
Sensory Perception^b^	18	Regulation of Gene Expression	14
Amino Acid Derivative Metabolic Process	5	Cell Differentiation (Cell Death)	26
Apoptosis	11	Aging	4
Cellular Catabolic Process	14	Oogenesis	14
Amine Transport (Amino Acid Catabolic Process)	14	Amino Acid Biosynthetic Process	3
Amino Acid Transport	4	Cellular Homeostasis	5
Regulation of Hydrolase Activity	5	Salivary Gland Development	6
Circadian Rhythm^b^	4	Transcription (Reproductive Process)	9
Reproductive Process (Reproductive Developmental Process)	11	Nervous System Development (Apoptosis)^b^	10
Reproductive Process (Mating Behavior)^b^	11	Response to Abiotic Stimulus	9
Embryonic Development	23	Sensory Perception^b^	10
Aging	5	Response to Biotic Stimulus (Immune System Process)	5
Muscle Development^c^	8	Embryonic Development	11
Neurological System Process^b^	36	Cellular Developmental Process (Cell Differentiation, Gamete Generation)	26
Regulation of Programmed Cell Death	8	RNA Processing	7
Cellular Homeostasis	7	Cell Cycle	15
Vesicle-Mediated Transport	22	Protein Modification Process	35
Locomotory Behavior^b^	7	Oogenesis	14
Protein Complex Assembly	9	Polysaccharide Metabolic Process	6
Dorsal Closure	7	Neurological System Process (Sensory Perception)^b^	13
Catabolic Process (Alcohol, Glucose, Carbohydrate)	17	Chromosome Organization and Biogenesis	9
Developmental Process	98	Cell-Cell Signaling (Synaptic Transmission)^b^	5
Cofactor Metabolic Process	9	Cytoskeleton Organization and Biogenesis (Actin Filament-Based Process)	9
Ion Transport	17	Nervous System Development (Axonogenesis, Generation of Neurons)^b^	10
Reproduction (Gamete Production)	24	Biological Regulation (Regulation of Cellular Metabolic Process, Regulation of Gene Expression)	40
Localization	89	Cell Communication	28
Cell Communication (Signal Transduction)	74	Multicellular Organismal Process (Developmental Process/Neuronal Process) b	63
Post-Embryonic Development (Sensory Organ Development)^b^	25		
Nervous System Development^b^	21		
Protein Modification Process (Phosphorylation)	26		
Microtubule-Based Process	6		
Cell Communication (Gene Expression)	74		
Imaginal Disc Development	15		
Chromosome Organization and Biogenesis	7		
Cell Cycle	8		
Cellular Localization (Protein Localization)	17		

a Biological processes. Gene ontology analysis of misregulated genes (p≤0.05) shows their linkage with general and diverse biological processes.

b Neuronal linked biological processes.

c Muscle linked biological process.

Our microarray data supports a role for Tip60 in neuronal linked processes. This finding prompted us to ask whether dTip60 was produced in the nervous system of the developing fly. Examination of the spatial distribution of the dTip60 protein in the *Drosophila* embryo at high resolution using immunohistochemistry with antibodies specific for the dTip60 protein revealed that despite its low global protein expression pattern during late embryonic stages, dTip60 is produced robustly in the central nervous system, and is preferentially localized within the anterior brain neuroblast population known as the neuropil, CNS mid-line cells and possibly within the ganglion cells (Figure 5A and B) [34], but absent in the growing intersegmental axons (Figure 5C–E). Consistent with our finding that dTi60 HAT activity regulates an array of nervous system specific genes, we found that dTip60 appears to be localized to the nucleus as it is found inside the developing CNS cells (Figure 5 C–E). Robust dTip60 production was also observed within adult fly brains (data not shown). To directly test whether dTip60 HAT activity is essential for neuronal development and function, we targeted dTip60^E431Q^ specifically to the nervous system using three nervous system GAL4 drivers: *elav-* GAL4 (Bloomington, no. 458; [35], [36], [37], and GAL4 179y (Bloomington, no. 3733; [38], [39] which produce robust levels of GAL4 throughout the entire nervous system (pan neuronal expression patterns), and 60IIA-GAL4 (Bloomington, no. 7029) shown by us and others [6], [40], [41] to direct GAL4 specifically to the brain and CNS. For a control, w^1118^ flies were crossed to these three neuronal GAL4 driver lines and showed normal development and no observable phenotypes. However, induction of dTIP60^E431Q^ using insertion lines B and C caused a reduction in viability to 0% for all three GAL4 drivers while line A reduced viability to approximately 25% for elav-GAL4 (Table 3), 30% for 179y-GAL4, and 40% for 60IIa-GAL4 crosses (data not shown). Such variability between independent lines may be due to the varying levels of mutant dTip60 protein production caused by transgene position effects and may indicate that a certain threshold level of dTip60 is required for normal nervous system function. Similar results were obtained for dTip60 knockdown using our three independent dTip60^RNAi^ knockdown fly lines crossed to the elav-GAL4 driver (Table S3) and 179y-GAL4 and 60IIa-GAL4 drivers (data not shown). Taken together, our data suggest that dTIP60 controls neuronal specific gene expression profiles that are required for appropriate development and function of the nervous system.

**Figure 5:**
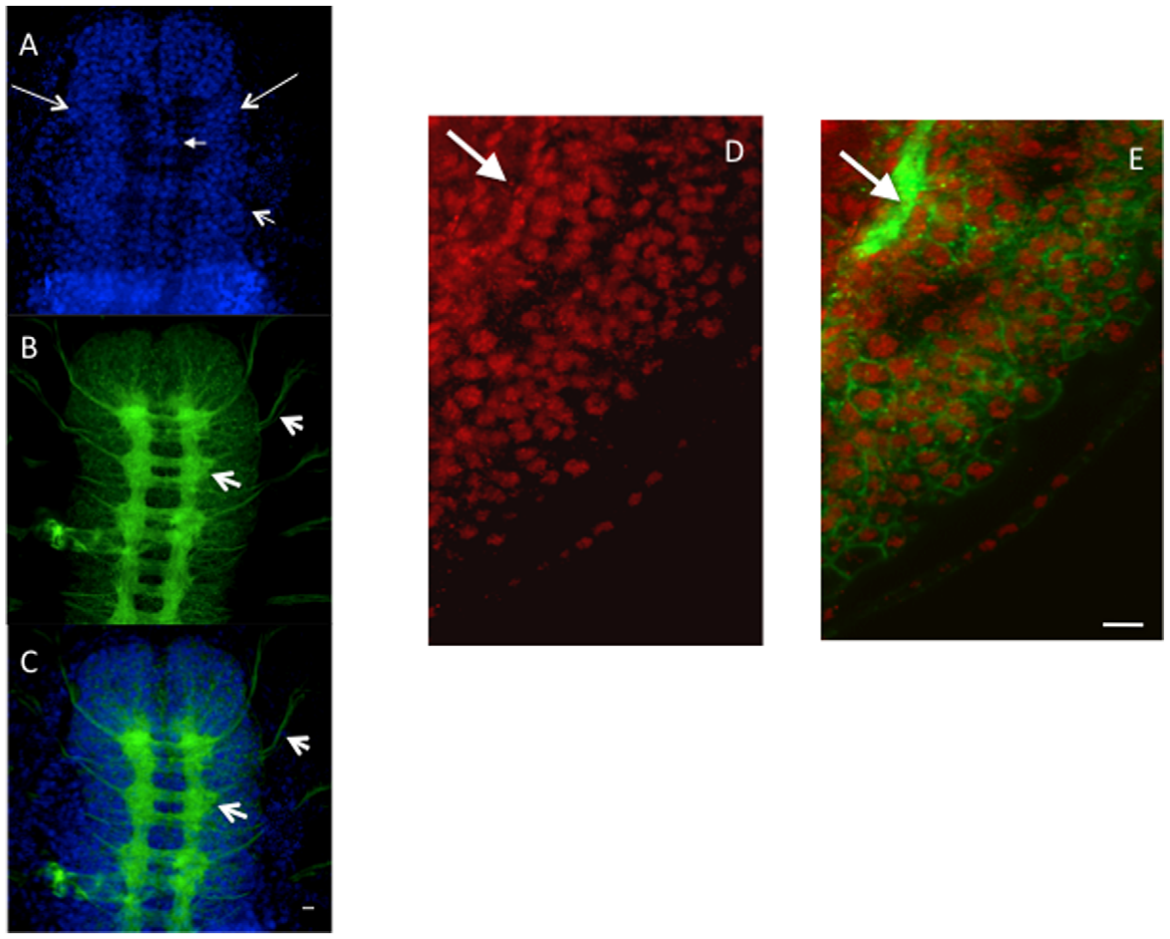
Tip60 localization in the nervous system of *Drosophila* embryos. Confocal microscopic dorsal view of a w^1118^ wild-type embryo (stage 15) double labeled with Tip60 antibody (blue) and horseradish peroxidase (HRP) (green) that labels the cell membrane of all neurons. (**A**) Tip60 Ab staining in the anterior portion of the embryo. dTip60 is present in the central nervous system, and is localized within the anterior brain neuroblast population known as the neuropil (all anterior blue cells on right and left side of embryo, 2 long line arrows), median cells of the CNS (small thin arrow) and possibly within the ganglion cells (short line arrow) [34]. (**B**) HRP labeled anterior portion of the nervous system that labels the cell membrane of all neurons. (**C**) dTip60 and HRP confocal images merged image. dTip60 appears to be localized within the neuronal CNS cells (no co-localization of dTip60 with HRP) and is absent in the segmental and intersegmental axons (thick arrows; **B**, **C**) as visualized by confocal imaging of merged HRP and dTip60 immunostaining at 60× magnification. (**D**) Stage 15 embryo double labeled with dTip60 Ab (red) and HRP Ab (green). Lateral view of the ventral nerve cord showing presence of dTip60 in the CNS and (**E**) dTip60 and HRP merged image showing dTip60 (red) is preferentially localized within the neuronal cells of the fly embryo CNS as indicated by no co-localization with the HRP (green) labeled neuronal membranes. Scale bar: 10 um.

**Table 3:** Expression of dTip60^E431Q^ using the pan-neuronal elav-GAL4 driver leads to lethality.

Fly Lines x elav-GAL4		
	Number of Surviving Flies^b^	
Test Cross Fly Lines^a^	GAL4-(♂)	GAL4+(♀)
w^1118^	100±4	76±18
dTIP60^E431Q^A	86±2	22±4*
dTIP60^E431Q^B	91±5	0±0*
dTIP60^E431^C	88±6	0±0*
dTIP60^WT^A	67±3	69±4
dTIP60^WT^B	43±10	54±6
dTIP60^WT^C	52±12	64±10

*p≤0.05.

a Test Cross Fly Lines. Five male flies homozygous for either dTip60^E431Q^ or dTip60^WT^ P-element insertions or control w^1118^ were mated to 10 female virgin flies homozygous for the pan-neuronal elav-GAL4 driver located on chromosome X. Adult progeny were counted over an eight day period and the total male (GAL4−) and female (GAL4+) numbers were scored.

b Number of Surviving Flies. Both dTIP60^E431Q^ lines showed significant lethality, with 25% survival for line A and 0% survival for line B and C. Both dTIP60^WT^ lines showed no observable phenotypic effects. The results are reported as mean ± SD, (n = 3).

## Discussion

To create a suitable *in vivo* model to exclusively explore the role of Tip60 HAT activity in developmental gene control during multicellular development, we created transgenic flies producing a dominant negative HAT defective version of Tip60 by introducing the amino acid substitution E431Q into its conserved catalytic HAT domain. Although the corresponding mutation in the Tip60 yeast homolog EsaI (E338Q) was shown to retain proper folding, and display a dominant negative effect on yeast cell growth by specifically disrupting EsaI HAT activity *via* putative disruption of the proton extraction capability of the enzyme [28], it was unknown whether the mutant dTip60 protein would display similar dominant negative effects in the multicellular model system of *Drosophila*. Here, we show that production of dTip60^E431Q^ in flies causes both a reduction in endogenous acetylated H4 histones *in vivo* and a dominant negative lethal effect with increasing severity correlating with higher levels of mutant dTip60^E431Q^. Based on these results, we speculate that the mutant dTip60^E431Q^ protein may produce its dominant negative effect in the fly by outcompeting endogenous wild-type dTip60 for recruitment to chromatin when over-expressed, thus titrating out endogenous histone H4 chromatin acetylation, with resultant deleterious effects on gene expression. Taken together, our findings support a critical role for dTip60 catalytic HAT residue E431 in the acetylation of histone H4 *in vivo* and show that dTip60 HAT activity is essential for multicellular development and are consistent with prior studies demonstrating and essential role for Tip60 in fly [6] and mouse [42] development. As Tip60 plays an important role in regulating apoptosis [43], [44] and double stranded break repair [45], [46], [47], [48], lethality may result, at least in part, by defects in multiple cell division pathways. These findings support that our system is a novel and valuable model for investigating the effects of epigenetic modifications, especially of the Tip60 HAT enzyme, on the developmental processes *in vivo*.

Our microarray analysis of the genome-wide gene changes that result in flies in response to HAT mutant dTip60^E431Q^ production revealed that the majority of misregulated genes clustered into 17 significantly enriched groups, with 8 of these groups each linked to metabolic processes including amino acid, carbohydrate, lipid, glycoprotein and fatty acid metabolism. 

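Most enzymes of glycolysis, the tricarboxylic acid cycle and beta-oxidation fell with dTip60 E431Q. Pgk, which encodes phosphoglycerate kinase, fell from 4837 ± 187 to 1398 ± 18.1 (log2 change -1.79, limma, adjusted p = 0.00561), and the glycolytic genes Pgi and Pglym78 changed by -1.68 and -1.67. Idh3g, a subunit of the mitochondrial isocitrate dehydrogenase, fell from 1823 ± 40.5 to 627 ± 20.4 (-1.54, adjusted p = 0.00602), and SdhC changed by -1.42. For fatty acids, Echs1 and scu, enzymes of mitochondrial beta-oxidation, changed by -1.51 and -1.52, while whd, the carnitine palmitoyltransferase gene that lets fatty acids into mitochondria, rose from 453 ± 1.57 to 1779.7 ± 141 (1.97, adjusted p = 0.00550). In amino acid metabolism cn rose by 1.95, or 1.15 with a pseudocount (adjusted p = 0.00875, and 0.0512 without dTip60 E431Q replicate 2) and P5CDh1, of proline breakdown, changed by -1.54 (adjusted p = 0.00883; 0.0566 and 0.0516 without control replicate 1 or 2). As fixed lists, the tricarboxylic acid cycle had 0 higher and 11 lower of 14 (0 and 11 adjusted over the list alone) and a median of -0.95 (camera, adjusted p = 6.78e-06), glycolysis and gluconeogenesis 1 higher and 11 lower of 17 (3 and 12 adjusted over the list alone) and -0.83, or -0.55 after quantile normalization (adjusted p = 0.00251), and fatty acid beta-oxidation 1 higher and 7 lower of 10 (1 and 8 adjusted over the list alone) and -0.98 (adjusted p = 0.00785). For these lists adjusted p = 0.735 with an estimated correlation. Amino acid metabolism had 6 higher and 9 lower of 25 (9 and 10 adjusted over the list alone) and a median of 0.02, or -0.21 after median scaling (adjusted p = 0.943). In the direct comparison with dTip60 WT, the tricarboxylic acid cycle had 0 genes higher and 11 lower, and beta-oxidation 1 higher and 8 lower. Muscle genes (0 higher and 10 lower of 22) and fat body markers (0 and 4 of 7) fell too. In whole larvae the metabolic falls can reflect the share of such tissues or the stage of the larvae as well as expression within cells. From the enrichment of metabolic genes, the paper proposes a central role for Tip60 HAT function in cellular metabolism.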

The significant enrichment of these Tip60 HAT affected metabolic genes supports a central role for Tip60 HAT function in general cellular metabolism. Our findings are consistent with previous studies directly linking Tip60 in the epigenetic based transcriptional control of the central metabolic regulator LRP1 [49], a lipoprotein receptor essential for lipid and cholesterol metabolism. Tip60 also serves as a co-activator for the regulation of transcription factor peroxisome proliferator-activated receptor γ (PPARγ) target genes that play key roles in the regulation of lipid and glucose metabolism [50]. Importantly, a recent elegant study using protein acetylation microarray analysis in yeast demonstrated that the NuA4 complex (yeast homolog of the human Tip60 complex), and specifically EsaI (yeast Tip60 homolog), controls the activity of the central glucose metabolism regulator phosphoenolpyruvate carboxykinase (Pck1p) *via* its direct acetylation [51]. Based on this finding, we speculate that the Tip60 HAT metabolic associated direct and indirect target genes we identified may not only be controlled epigenetically by Tip60 HAT action, but may also represent indirect targets of central metabolic regulator proteins that are directly controlled *via* their acetylation by Tip60. Of note, the majority of misregulated genes we identified in response to dTip60 HAT depletion were upregulated (Figure 3), supporting a critical role for Tip60 HAT activity in the repression of target genes, possibly by the direct recruitment and interaction of Tip60 with transcriptional silencers and/or histone deacetylases that are dependant upon Tip60 acetylation for complex formation or *via* specific Tip60 chromatin acetylation marks that promote recruitment of such silencers to these genes, or by reorganization of chromatin into a repressive environment [52], [53]. 

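Rises and falls with dTip60 E431Q both included strong changes. Cyp12a5, a cytochrome P450 gene, rose from 197 ± 13.2 to 2097 ± 50.5 (log2 change 3.42, limma, adjusted p = 0.00422), the insulin receptor gene InR rose from 50.1 ± 1.51 to 413 ± 22.6 (3.04, adjusted p = 0.00488), and Cpr49Ah, a cuticle gene, fell from 151 ± 9.20 to 46.9 ± 2.50 (-1.68, adjusted p = 0.00602). As deposited, 58.3% of the called probe sets were higher; at adjusted p alone, with no fold threshold, the split was 2238 higher and 2194 lower, and at 4-fold 533 higher and 218 lower. The split depends on the scaling of the arrays, since the array medians with dTip60 E431Q lie above the others. Median scaling, which sets them equal, moved the median of all probe sets by -0.23 and left 1110 higher and 1823 lower (37.8% higher). Quantile normalization moved it by -0.10 and left 1341 higher and 1382 lower (49.2%). Without dTip60 E431Q replicate 1 the called probe sets were 745 higher and 814 lower (47.8%), and without dTip60 E431Q replicate 2 they were 702 and 876 (44.5%). From the larger number of higher genes, the paper proposes that Tip60 HAT activity acts in the repression of target genes.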

Involvement of Tip60 in transcriptional repression is not unprecedented, with a previous study supporting a critical role for Tip60 in epigenetically repressing a large number of developmental genes essential for embryonic stem cell (ESC) differentiation [25]. Additionally, expression of the yeast homolog of our dTip60^E431Q^, HAT-defective dominant negative Esa1^E338Q^ leads to transcriptional silencing of ribosomal DNA (rDNA) in yeast *via* reorganization of nucleolar chromatin structure [7]. Moreover, a recent microarray analysis of RNAi induced Tip60 knockdown in *Drosophila* embryonic S2 cell culture also revealed a significant portion of genes that were upregulated in response to loss of dTip60 activity [54]. Comparison of our data with this previous study using DAVID analysis using our data analysis methods (see methods) revealed 11 identical clusters between the two sets of upregulated gene data that included immune responses, transmembrane transport, cell adhesion, protein modification, morphogenesis and importantly, diverse metabolic processes and nervous system development. However, unlike the above mentioned study [54], we did not identify strong enrichment of genes with chromatin-related annotations among the “repressed” genes we identified and only approximately 28% of the misregulated genes overlap. Such differences may be due to the different starting material (embryonic *Drosophila* cell culture versus whole larval preparation) and knockdown systems (RNAi versus dTip60^E431Q^) used in the Schirling et. al. and Lorbeck et. al. studies, respectively. These differences are important as they suggest that dTip60 may regulate different sets of genes as development proceeds.

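The chromatin genes asf1 and Nurf-38 fell with dTip60 E431Q by less than 2-fold, and trx rose by less than 2-fold. The histone chaperone gene asf1 fell from 287 ± 3.76 to 179 ± 0.587 (log2 change -0.68, limma, adjusted p = 0.0199), and Nurf-38, of the NURF remodeling complex, changed by -0.77 (adjusted p = 0.0201). The Trithorax group gene trx rose from 132 ± 8.94 to 253 ± 32.3 (0.93, adjusted p = 0.0187). In the Tip60 complex, the histone variant gene His2Av changed by -0.73 (adjusted p = 0.0184) and pont, an ATPase gene, by -0.65 (adjusted p = 0.0291). His2Av and pont stayed under 2-fold too, while Nurf-38 reached -1.01 after median scaling and trx 1.06 without dTip60 E431Q replicate 1. With 1 control or dTip60 E431Q array left out, the adjusted p of the 5 genes ranged from 0.0490 to 0.128. Chromatin regulators had 3 higher and 12 lower of 49 (3 and 13 adjusted over the list alone) and a median of -0.30, or -0.53 after median scaling (camera, adjusted p = 0.0290; adjusted p = 0.837 with an estimated correlation). With a fold of at least 2 required as well, 2 of them were higher and 0 lower. Among chromatin regulators Ada2b rose, by 1.01 to 1.19 when 1 control or dTip60 E431Q array was left out. The list did not pass without control replicate 2 (0.0517), without dTip60 E431Q replicate 1 (0.136) or with dim probe sets left out (0.0752). The Tip60 complex had 2 higher (Tip60 itself and rept) and 4 lower of 14 (2 and 4 adjusted over the list alone). Its median was -0.16 (-0.40 after median scaling) and its mean 0.33 (adjusted p = 0.771 in camera, 0.0110 upward in fry). The mean and the fry direction rest on the 7.47 of Tip60, which comes from the transgene: without it the median was -0.17, the mean -0.22 and the adjusted p 0.346 in camera and 0.0505, downward, in fry.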

Epigenetic regulation has been postulated to provide a coordinated system of regulating gene expression at each stage of neurogenesis, thus promoting brain and CNS development, neural plasticity, learning, and memory [55], [56], [57], [58], [59], [60], [61], [62]. The identification of a number of neurological disorders that result from HAT misregulation underscores a crucial role for acetylation in proper CNS development [63]. For example, missense mutations in the CBP and p300 genes or loss of a CBP allele cause Rubinstein-Taybi syndrome (RTS) [64], [65], [66], [67], a human disease that displays complex phenotypic abnormalities including short stature, learning difficulties, and neoplasia. Moreover, memory loss associated with RTS is specifically due to lack of CBP HAT activity which can be reversed by treatment with specific histone deacetylase inhibitors (HDACs) [65], [66], [68], indicative of a critical role for appropriate histone acetylation in long-term potentiation, learning, and memory. Consistent with these studies, here we provide evidence supporting a role for Tip60 HAT activity in regulating neuronal gene expression profiles required for nervous system function. We show that dTip60 protein is robustly produced in the embryonic nervous system, is localized in the nuclei of brain and CNS cells, and that depletion of Tip60 HAT activity in these tissues results in fly lethality. Importantly, our gene ontology (GO) analysis shows good correlation with these dTip60 protein localization studies in that a substantial number of dTip60 HAT dependent target genes are enriched for neuronal related processes, with 17 clusters linked to diverse nervous system processes and one cluster linked to muscle development. Intriguingly, these were the only tissue-specific related processes identified in our microarray analysis, although we are aware that some cell-specific processes may have been diluted out due to the mixed whole larvae sample preparations used for analysis. A role for dTip60 in neuronal specific function is not unprecedented, with a previous study identifying the dTIP60 gene through its accession number as a potential novel neural precursor gene in a *Drosophila* differential embryonic head cDNA screen [69], although its identity at the time remained uncharacterized. Moreover, preferential expression of TIP60 in the mouse brain has been reported [18] and a recent study reported Bap55 as a chromatin remodeling factor that functions through the TIP60 complex to regulate olfactory projection neuron dendrite targeting in *Drosophila* [70]. Taken together, our results demonstrate yet another example of the importance of HAT function during neurogenesis, and add dTip60 to the growing list of HAT chromatin regulators critical for nervous system function.

Recent studies support an emerging hypothesis that inappropriate changes of specific acetylation marks in chromatin in the adult brain lead to gene misregulation that drives cognitive decline and specifically, memory impairment [71], [72]. These studies demonstrate that in learning assays, aged mice show a specific deregulation of histone H4 lysine 12 (H4K12) acetylation that corresponds with the misregulation of hippocampal gene expression profiles associated with learning and memory [71]. Importantly, these effects can be reversed by restoring physiological levels of H4K12 acetylation. Thus, it is postulated that as individuals age, the accumulation of inappropriate changes in H4K12 acetylation, as well as additional acetylation and methylation marks, lead to altered transcription of neurogenic genes with subsequent negative consequences on cognitive function [72]. Although the HAT activity of CBP has been implicated in learning and memory linked gene regulation, additional specific HATs important in these processes remain to be identified. Here, we show that Tip60 protein is produced robustly in specific cells of the brain and CNS (Figure 5), and that Tip60 HAT activity is essential for appropriate levels of endogenous histone H4 acetylation, *in vivo* (Figure 3). Moreover, we show that Tip60 is essential for brain and CNS development (Table 3), and intriguingly, is linked to the regulation of certain neuronal genes associated with various forms of behavior, learning, memory and synaptic function processes. Based on these results, it is tempting to speculate that Tip60 HAT activity may be involved in marking CNS chromatin important for learning and memory-linked gene regulation. Consistent with this concept, Tip60 HAT activity has been implicated in the age-related neurodegenerative disorder Alzheimer's disease (AD) *via* its HAT dependent complex formation with the C-terminal fragment of the amyloid precursor protein (AICD-APP) and linker protein Fe65 [73], [74], [75]. Recruitment of this complex is critical for the epigenetic regulation of certain genes linked to AD progression [74], [76], [77]. Future investigation into the molecular mechanisms underlying Tip60 HAT function in specific neuronal processes in the fly, particularly those associated with learning and memory, should enhance our understanding into the link between acetylation, cognitive aging and age-related neurodegenerative disorders.

## Materials and Methods

### Construct generation

#### Mutagenesis

BLAST searches were carried out using the BLAST algorithm at NCBI with sequences corresponding to dTIP60 (NP_572151.1) and ESA1 (NP_014887.1) to identify dTIP60 amino acid position E431 corresponding to the catalytic core E338 residue in yeast ESA1. Codon substitution GAG to CAG was incorporated into dTIP60 cDNA construct [6] using the PCR based Quickchange Site Directed Mutagenesis Kit (Quigen, Almeda, CA, USA). Forward and reverse PCR primers are 5′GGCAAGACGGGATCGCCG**CAG**AAACCATTGTCTGATC3′ and 5′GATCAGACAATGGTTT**CTG**CGGCGATCCCGTCTTGCC3′ respectively, with the mutated amino acid code shown in bold. PCR reactions for the mutant strand synthesis reaction contained 25 ng of dTip60 template DNA, 125 ng each of forward and reverse primer, and *PfuTurbo* DNA polymerase (Stratagene, La Jolla, CA, USA). The cycling parameters were 15 cycles of 95° for 30 seconds, 55° for 1 minute, and 68° for 12 minutes using Mastercycler (Epindorf, Madison, WI, USA). Non-mutated methylated parental strands were digested using DpnI (New England Biolabs, Inc., Ipswich, MA, USA) and nicks were repaired upon transformation into DH5α super competent cells (Invitrogen Corporation, Carlsbad, CA, USA). The entire dTip60^E431Q^ construct was sequenced by the University of Pennsylvania DNA Core Sequencing Facility (Philadelphia, PA, USA) for verification of final construct.

#### Cloning procedures

The dTIP60^E431Q^ construct was subcloned into the pUAST GAL4 inducible expression vector [27] as follows. The full open reading frame (ORF) of dTIP60 containing the E431Q mutation was amplified by PCR using forward primer 5′-CGG C*GA ATT C* GC CAA CAT GAA AAT TAA CCA CAA ATA TGA G-3′ containing an EcoRI site (italics), a KOZAC sequence (underlined), and a sequence corresponding to the first eight codons of dTIP60, and reverse primer 5′-GGT T*GG TAC C* TC ATC ATC ATT TGG AGC GCT TGG ACC AGT C-3′ containing a Bam HI restriction site (italics), two in-frame stop codons (underlined), and the last eight codons of dTIP60 [6]. PCR reactions were carried out with the Expand High Fidelity PCR system (Roche, Nutley, NJ, USA) using 400 nM of each forward and reverse primer and cycling parameters of 30 cycles of 95°C for 2 min, 55°C for 1 min, and 72°C for 4 min, using a Mastercycler (Eppendorf, Madison, WI, USA). After digestion and ligation into the pUAST vector, the entire dTIP60^E431Q^ insert was sequenced by the University of Pennsylvania DNA Core Sequencing Facility (Philadelphia, PA, USA) for verification of final construct.

### Drosophila stocks

P-element germline transformations were performed by Rainbow Transgene (Newbury Park, CA, USA) to generate multiple independent fly lines containing either the dTip60^E431Q^ or dTip60^WT^ transgenes. GAL4 drivers used in this study were as follows: Ubiquitous drivers were Act5c-GAL4 (Bloomington Stock Center, no. 4414; Y. Hiromi, 1985) and GAL4 line 337 [29]. The neuronal drivers used were pan-neuronal drivers elav-GAL4 (Bloomington Stock Center, no. 8760 or 8765, and 179y-GAL4 (Bloomington Stock Center, no. 3733; [38], [39] and CNS and brain specific 60IIa-GAL4 (Bloomington Stock Center, no. 7029; [6], [40], [41]. All crosses were performed in triplicate using ten newly eclosed virgin females and five males in narrow plastic vials (VWR International, West Chester, PA, USA) with yeasted *Drosophila* media (Applied Scientific Jazz Mix *Drosophila* Food, Thermo Fisher Scientific, Waltham, MA, USA) at 25°C.

### Quantitative Real Time RT-PCR

Total RNA was isolated from staged three day old larvae using Trizol (Invitrogen Corporation, Carlsbad, CA, USA) and treated twice with Dnase II (Ambion, Austin, TX) to remove DNA. Complementary DNA (cDNA) was synthesized from 1 ug total RNA and oligo-dT primers using Superscript II Reverse Transcriptase (Invitrogen Corporation, Carlsbad, CA,USA). Real-time quantitative PCR was performed on an ABI 7500 Real Time PCR System (Applied Biosystems, Foster City, CA, USA) using the Power SYBR Green PCR master mix (Applied Bioystems, Poster City, CA, USA). All PCR reactions were carried out in triplicate in 20 ul reaction volumes containing 1 ng cDNA template and 500 nm each of forward and reverse primer designed using the NCBI/Primer-BLAST which uses Primer 3 and BLAST (www.ncbi.nlm.nih.gov/tools/primer-blast/). Forward and reverse primer sets designed to amplify a 97 bp non-conserved region of dTIP60 were 5′GACGGCTCACAAACAGGC3′ and 5′GGTGTTGCGGTGATGTAGG, respectively. Forward and reverse primers designed to amplify a 105 bp region within the 5′UTR region of dTIP60 were 5′CAGTTGTGGTCACAATTACCC3′ and 5′GTGCGCAGAAAGTTATACAGC3′, respectively. PCR was carried out by 40 cycles at 95°C for 45 sec, 55°C for 45 sec, and 72°C for 1 min with plate readings recorded after each cycle. Threshold cycle (Ct) values were obtained, and the comparative Ct method was used as previously described [78] to calculate the fold difference in transcript level of the sample relative to the control. RP49 which encodes the ribosomal protein L32 was used as an internal standard and reference gene using forward and reverse primer pairs 5′CTGCTCATGCAGAACCGCGT3′ and 5′GGACCGACAGCTGCTTGGCG3′, respectively.

### Microarray

#### Probe preparation and microarray experiment

Two samples of thirty-five staged three day old whole larvae progeny were collected from each respective genotypic cross. Total RNA was extracted from each of these sample pools using Trizol (Invitrogen Corporation, Carlsbad, CA, USA) and treated two times with Dnase II (Ambion, Austin, TX) to remove genomic DNA. Each of these sample pools was used to probe a separate microarray chip, and thus the mean expression values for each of the three genotypic groups analyzed is the average of 70 individual larvae. Complementary DNA (cDNA) was synthesized from 1 ug total RNA using oligo-dT primers and Superscript II Reverse Transcriptase (Invitrogen Corporation, Carlsbad, CA, USA). RNA quality check, target labeling, GeneChip hybridization, and oligonucleotide microarray scanning were carried out at Seqwright (Houston, TX, USA) on the GeneChip *Drosophila* 2.0 Array (Affymetrix, Santa Clara, CA) following a standard Affymetrix protocol.

#### Data Analysis

Affymetrix GeneChip Operating Software (GCOS) was used to quantitate each GeneChip to produce a .CEL file. GeneChIP.CEL files were loaded into DNA-Chip Analyzer (dCHIP) [79] (http://www.dchip.org) for normalization to reduce technical variation between chips, standardization to reduce variance of expression level estimates by accounting for probe differences, and analysis using model-based expression indexes (MBEI). Correlation matrix analysis was also performed using dCHIP, validating significant consistency of the microarray data for each of the three genotypes analyzed. The dCHIP t-test function was used to identify genes whose expression differed significantly (p<0.05) and these genes were then filtered to select for those that showed a twofold or greater change and a 90% confidence bound of fold change. Correlation coefficients calculated in dCHIP showed significant agreement between duplicate samples for all three genotypes analyzed. Genes were annotated and biological processes were analyzed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (http://www.david.abcc.ncifcrf.gov) [32], [33]. Significance of overrepresentation of Gene Ontology (GO) terms was determined p<0.05. A number of significantly misregulated gene targets identified by microarray analysis were validated using qPCR of selected genes using aliquots of the same sample pools prepared for probe labeling and primer sets designed by NCBI/Primer-BLAST (www.ncbi.nlm.nih.gov/tools/primer-blast/). Primers are available upon request.

### Immunohisochemistry and confocal microscopy

w^1118^ embryos were collected and staged over 15–17 hours, dechorionated, fixed in 4% paraformaldehyde and devitellanized. The fixed embryos were incubated in primary antibody overnight. Stained embryos were washed with 1XPBS-T (0.1% Tween) six times over a three hour period (30 minutes each) and were next incubated with the appropriate secondary antibodies for 3 hours at room temperature. Embryos were washed six time over a 3 hour period (30 minutes each). The embryos were next mounted onto slides and imaged using the FV1000 Laser Scanning Confocal Microscope. The following antibodies were used for staining: rabbit polyclonal anti-Tip60 (1∶100) (custom made Tip60 peptide antibody generated by Strategic Diagnostics; www.sdix.com ), FITC tagged goat anti-horse radish peroxidase (HRP) (1∶25; Jackson Immunoresearch). Anti-rabbit fluorescent antibody Alexa Flour 647 for Tip60 visualization was obtained from Invitrogen.

### Western Blot

Histones were isolated from 50 staged second instar larvae using a modified acid extraction protocol [80]. Larvae were homogenized in hypotonic buffer containing 10 mM Tris–HCl (pH 7.4), 3 mM MgCl_2_, 10 mM NaCl in the presence of protease inhibitors and 10 mM Sodium butyrate. After 10 min on ice, 10 µl of 10% TritonX-100 was added and the solution was briefly vortexed. Following 15 s centrifugation, the nuclei were resuspended in 40 µl of nuclear wash buffer (15 mM Tris–HCl (pH 7.4), 60 mM KCl and 15 mM NaCl). Histones were extracted in the presence of 0.4 M HCl for 1 h on ice with regular shaking. After centrifugation, acid-soluble proteins were precipitated with Trichloroacetic acid, washed twice with acetone, air-dried, and resuspended in 50 µl of SDS sample buffer. Equal amounts of protein as quantitated by using a protein assay kit (Thermo Scientific) were loaded onto a 18% SDS PAGE gel (29∶1 acrylamide/bisacrylamide). Protein samples were denatured at 95°C for 15 min prior to loading. The fractionated proteins were electro-blotted onto nitrocellulose membrane (Biorad). The membrane was blocked with 3% BSA for 2 h at room temperature and then incubated overnight at 4°C with an antibody (Ab Serotec, AHP418 ) that recognizes four acetylated lysine residues (K5, K8, K12 and K16) of histone H4. The membrane was washed three times with 0.1% TBST (50 mM Tris-Hcl (pH 7.4), 150 mM NaCl, 0.3% Tween 20) and incubated with secondary antibody for 1 h at room temperature. The membrane was washed three times with 0.1% TBST. Western detection was done using chemiluminiscence (ECL kit, Thermo Scientific). Signals were quantitated using a Fluorchem imager (Alpha Innotech). To ensure signals were in the linear range, Alpha Ease FC software (Alpha Innotech, San Leandro, CA) was used according to the manufacturer's instructions to select exposure times such that there was no saturation detected. Additionally, western blot analysis using the anti-pan H4 Ab was carried out on serial dilutions of purified histones in the range used for this experiment to further ensure that the ECL detection limits used for this analysis were well within the linear range. Western analysis was repeated three separate times with three independent tissue extractions.

### Accession Numbers

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE13878.

## Supporting Information

Table S1 ^a^ Test Cross Fly Lines. Ten flies homozygous for the dTIP60^E431Q^ P-element insertion or control w^1118^ were mated to seven flies homozygous for the actin GAL4 driver line *Act5c-GAL4*: P{*Act5c*-GAL4}/*CyO,y^+^*). For independently derived fly lines dTip60^E431Q^ A through D, the P-element insertions are located on chromosome 3. ^b^ Control Cross Fly Lines. Ten flies homozygous for the dTIP60^WT^ P-element insertion were mated to seven flies homozygous for the actin GAL4 driver line *Act5c-GAL4*: P{*Act5c*-GAL4}/*CyO,y^+^*). For independently derived fly lines dTIP60^WT^ A through D, the P-element insertions are located on chromosome 2. ^c^ Rescue Cross Fly Lines. Four independent rescue lines were generated, each homozygous for dTip60^WT^ (line A or B) on the second chromosome and dTip60^E431Q^ (line A or B) on the third chromosome, as described in Table 1. Ten homozygous flies for each of the independent rescue lines were crossed to seven flies homozygous for the ubiquitous 337-GAL4 driver. ^d^ Number of Surviving Flies. Adult progeny were counted over an eight day period and scored for either GAL4^+^(*y;Cy^+^*) or GAL4^−^(*y^+^;Cy*) phenotypes. All four independent dTip60^E431Q^ fly lines reduced viability to 0%, whereas the dTip60^WT^ and w^1118^ control lines showed no observable phenotype. All four rescue lines showed significant rescue of the observed lethal phenotype. The UAS titration control dTip60^E431^/UAS-GFP (described in Table 1) showed no significant rescue, indicating that rescue is dependent upon additional dTip60^WT^ levels, and not potential GAL4 titration due to the additional UAS construct. The results are reported as mean ± SD (n = 3); * p≤0.05.
(DOCX)

Table S2 ^a^ Probe set. ^b^ Listed is the gene name or CG accession number if the gene is uncharacterized.

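The genes in Table S2 include some whose values moved alike with both transgenes and some whose values moved in opposite directions. Kmn1, which encodes a kinetochore protein, had an intensity of 57.4 ± 3.54 in the control, 255 ± 7.67 with dTip60 E431Q and 174 ± 12.1 with dTip60 WT; its log2 change with dTip60 E431Q was 2.16 (limma, adjusted p = 0.00550) and with dTip60 WT 1.60 (adjusted p = 0.329). The trypsin-like gene CG11313 had 2642 ± 186, 344 ± 40.6 and 1116 ± 1.85 (-2.95, adjusted p = 0.00550, and -1.24, adjusted p = 0.419). With limma's trend and robust options both were called with dTip60 WT (0.00346 and 0.00365). For nol the changes were 4.43 (adjusted p = 0.00738) and 1.87 (adjusted p = 0.633). CG15784 rose from 1388 ± 383 to 9539 ± 965 with dTip60 E431Q (2.81, adjusted p = 0.00695) and had 362 ± 26.5 with dTip60 WT (-1.91, adjusted p = 0.425, or 0.0167 with those options). Of the 22 probe sets, 22 passed the study's threshold with dTip60 E431Q and 19 with dTip60 WT; of the 19 that passed with both, 14 moved the same way and 5 in opposite directions. Over all probe sets 19 were called with dTip60 E431Q and 1 with dTip60 WT, that of Tip60. Adjusted over the list alone, 22 and 19 passed, but the study chose the list on the same arrays, so this is not independent evidence. The mean level of 12 of the 22 lay below the median of all probe sets; among those, Dscam2, a cell adhesion gene, had 1.64 ± 0.721 in the control and 7.80 ± 0.651 with dTip60 E431Q, and its call was lost with low values raised to a floor, with a pseudocount, and without control replicate 2 (adjusted p = 0.0565) or either dTip60 E431Q array (0.0926 and 0.0846).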

(DOCX)

Table S3 ^a^ Test Cross Fly Lines. Five male control w^1118^ flies, or five male flies containing dTip60^RNAi^ P-element insertions, were mated to ten female virgin flies homozygous for the pan-neuronal elav- GAL4 driver located on chromosome X. The P-element insertion is located on the X chromosome for Dmel\TIP60/RNAi line A, and the second chromosome for lines B and C. ^b^ Number of Surviving Flies. Adult progeny were counted over an eight day period and the total number of male (GAL4−) and female (GAL4+) flies were scored. dTIP60^RNAi^ lines A–C showed significant lethality, with 0% survival for line A, 27% survival for line B, and 0% survival for line C. Control w^1118^ showed no observable phenotypic effects. The results are reported as mean ± SD, (n = 3).
(DOCX)

# Supplementary material for: Microarray Analysis Uncovers a Role for Tip60 in Nervous System Function and General Metabolism
**Source:** PLoS One. 2011 Apr 11;6(4):e18412. doi: 10.1371/journal.pone.0018412
**Supplement:** Table S1 — a Test Cross Fly Lines. Ten flies homozygous for the dTIP60E431Q P-element insertion or control w1118 were mated to seven flies homozygous for the actin GAL4 driver line Act5c-GAL4: P{Act5c-GAL4}/CyO,y+). For independently derived fly lines dTip60E431Q A through D, the P-element insertions are located on chromosome 3. b Control Cross Fly Lines. Ten flies homozygous for the dTIP60WT P-element insertion were mated to seven flies homozygous for the actin GAL4 driver line Act5c-GAL4: P{Act5c-GAL4}/CyO,y+). For independently derived fly lines dTIP60WT A through D, the P-element insertions are located on chromosome 2. c Rescue Cross Fly Lines. Four independent rescue lines were generated, each homozygous for dTip60WT (line A or B) on the second chromosome and dTip60E431Q (line A or B) on the third chromosome, as described in Table 1. Ten homozygous flies for each of the independent rescue lines were crossed to seven flies homozygous for the ubiquitous 337-GAL4 driver. d Number of Surviving Flies. Adult progeny were counted over an eight day period and scored for either GAL4+(y;Cy+) or GAL4−(y+;Cy) phenotypes. All four independent dTip60E431Q fly lines reduced viability to 0%, whereas the dTip60WT and w1118 control lines showed no observable phenotype. All four rescue lines showed significant rescue of the observed lethal phenotype. The UAS titration control dTip60E431/UAS-GFP (described in Table 1) showed no significant rescue, indicating that rescue is dependent upon additional dTip60WT levels, and not potential GAL4 titration due to the additional UAS construct. The results are reported as mean ± SD (n = 3); * p≤0.05.

**Table S1.** **Ubiquitous expression of dTIP60 using actin driver Act5c produces a dominant negative lethal effect that can be rescued by an additional copy of wild-type dTIP60.**

| **Fly Lines x Act5c** |  | |  | |
| --- | --- | --- | --- | --- |
| **Test Cross Fly Lines^a^** | **Number of Surviving Flies^d^**  **GAL4-(*y*+; *Cy*) GAL4+(*y*; *Cy*+)** | | | |
| w^1118^ | 47±10 | 47±2 | |  |
| dTIP60^E431Q^A | 57±28 | 0±0* | |  |
| dTIP60^E431Q^B | 72±41 | 0±0* | |  |
| dTIP60^E431Q^C | 45±8 | 0±0* | |  |
| dTIP60^E431Q^D | 77±31 | 0±0* | |  |
| **Control Cross Fly Lines^b^** |  |  | |  |
| dTIP60^WT^A | 55±8 | 48±6 | |  |
| dTIP60^WT^B | 62±12 | 62±3 | |  |
| dTIP60^WT^C | 57±8 | 48±8 | |  |
| dTIP60^WT^D | 52±4 | 62±11 | |  |
| **Rescue Cross Fly Lines^c^** |  |  | |  |
| dTIP60^Rescue^A | 53±10 | 68±17 | |  |
| dTIP60^Rescue^B | 65±2 | 69±8 | |  |
| dTIP60^Rescue^C | 58±15 | 63±6 | |  |
| dTIP60^Rescue^D  dTip60 ^UAS titration control^ | 49±5  62±8 | 38±11  0±0* | |  |

*p≤0.05

# Supplementary material for: Microarray Analysis Uncovers a Role for Tip60 in Nervous System Function and General Metabolism
**Source:** PLoS One. 2011 Apr 11;6(4):e18412. doi: 10.1371/journal.pone.0018412
**Supplement:** Table S2 — a Probe set. b Listed is the gene name or CG accession number if the gene is uncharacterized.

**Table S2. Genes that are misregulated in response to both TIP60^E431Q^ and TIP60^WT^.**

| **Probe Set^a^** | **Gene Name^b^** | **Proposed Function** |
| --- | --- | --- |
| 1635824_at | Tip60 | Histone Acetyltransferase |
| 1624926_at | CG13557 | unknown |
| 1624543_s_at | - | unknown |
| 1631056_at | CG17742 | unknown |
| 1633819_at | - | unknown |
| 1628911_at | - | unknown |
| 1634098_at | - | unknown |
| 1641383_s_at | - | Protein Folding |
| 1641162_at | CG31859 | unknown |
| 1626697_at | - | unknown |
| 1632849_at | No optic lobe | Phosphate transport; neuroblast proliferation |
| 1630310_at | CG32751 | Nitrogen compound metabolic process |
| 1624897_at | Lethal(1)G0237 | Chromosome segregation; mitotic metaphase plate congression |
| 1631414_at | CG11313 | proteolysis |
| 1636402_at | CG10081 | proteolysis |
| 1624805_at | CG31041 | unknown |
| 1629934_at | CG14219 | unknown |
| 1627551_s_at | Attacin///attacin | Immune response; antibacterial humoral response |
| 1640884_at | CG15784 | unknown |
| 1632504_at | CG17637 | Transport; tetracycline transport; response to antibiotic |
| 1637886_at | CG10339 | Transport |
| 1623215_at | - | unknown |

# Supplementary material for: Microarray Analysis Uncovers a Role for Tip60 in Nervous System Function and General Metabolism
**Source:** PLoS One. 2011 Apr 11;6(4):e18412. doi: 10.1371/journal.pone.0018412
**Supplement:** Table S3 — a Test Cross Fly Lines. Five male control w1118 flies, or five male flies containing dTip60RNAi P-element insertions, were mated to ten female virgin flies homozygous for the pan-neuronal elav- GAL4 driver located on chromosome X. The P-element insertion is located on the X chromosome for Dmel\TIP60/RNAi line A, and the second chromosome for lines B and C. b Number of Surviving Flies. Adult progeny were counted over an eight day period and the total number of male (GAL4−) and female (GAL4+) flies were scored. dTIP60RNAi lines A–C showed significant lethality, with 0% survival for line A, 27% survival for line B, and 0% survival for line C. Control w1118 showed no observable phenotypic effects. The results are reported as mean ± SD, (n = 3).

**Table S3.** **Expression of dTIP60^RNAi^ using the pan-neuronal elav-GAL4 driver leads to lethality.**

| **Fly Lines x elav-GAL4** |  |  |
| --- | --- | --- |
| **Test Cross Fly Lines^a^** | **Number of Surviving Flies^b^**  **GAL4-(♂) GAL4+(♀)** | |
| w^1118^ | 77±31 | 58±9 |
| dTIP60^RNAi^A | 55±8 | 0±0* |
| dTIP60^RNAi^B | 62±12 | 17±3* |
| dTIP60^RNAi^C | 65±8 | 0±0* |

*p≤0.05

How the deposited data were processed for this re-analysis (not part of the article)

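Gene expression was measured on 6 Affymetrix Drosophila Genome 2.0 arrays, 2 for each of 3 genotypes: the w1118 control, dTip60 E431Q line B and dTip60 WT line B, each crossed to the ubiquitous GAL4 driver. Each array carried RNA of its own pool of 35 whole larvae, 3 days old and raised at 25°C, so that the arrays of a genotype are separate pools and were treated as replicates. By the methods of the paper, the arrays were quantitated in GCOS, and dChip gave normalized model-based expression indexes; the deposited intensities were taken to be these indexes. The series number printed in the paper is not the one these values are deposited under, though the genotypes, the platform and the pools of 35 larvae are those the paper describes. Neither the baseline array, the probe model (perfect match only, or perfect match minus mismatch) nor the software versions are stated. The values are linear, not centred, from 0.69 to 18115, with 1542 values at exactly 1 and 12 below 1. They were used as deposited and put on the log2 scale, with no pseudocount.

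The table holds 18952 probe sets. The 183 Affymetrix controls were left out and the other 18769 were tested, with no filter on dim probe sets. The gene symbols of the platform annotation (2016) give exactly 1 symbol for 13648 probe sets, several for 401 and none for 4720; 104 of those with 1 symbol had no entry in the reference gene table. Counts of genes take each gene with a single-symbol probe set once; a gene with probe sets both higher and lower is in both of these counts and once in their total. Certain genes and list members were not analysed here.

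Differences were tested in limma 3.58.1 under R 4.3.3 with statmod 1.5.0. A linear model with 1 mean per genotype was fitted to all 6 arrays, with 3 residual degrees of freedom, and moderated with eBayes (prior degrees of freedom 1.43, median residual SD 0.241). The comparisons were dTip60 E431Q minus control, dTip60 WT minus control, and dTip60 E431Q minus dTip60 WT. A probe set was called at a Benjamini-Hochberg adjusted p below 0.05 over all tested probe sets and a fold of at least 2. The study's threshold, an unadjusted p of at most 0.05 and a fold over 2, was counted as well, with limma's p and without the 90% confidence bound unless stated. For the overlap between the transgenes, the expected number under independence was used, and 100 simulations of unchanged groups compared with the same control arrays gave the number that passes by chance. The procedure was tested on simulated data with 50 probe sets changed by each of several folds.

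Gene lists were tested with camera in limma at a preset correlation of 0.01 between genes, on 1 probe set per gene, the one with the highest mean among those with 1 symbol. There were 45 lists with at least 5 measured genes, and p was adjusted over 90 tests (45 lists and both comparisons with the control). A further list, of genes that tell the sex of larvae, had too few measured genes to be tested. Beside camera stand fry, camera with a correlation estimated for each list, and Fisher's exact test, 2-sided, on called genes. With an estimated correlation camera tests on the 3 residual degrees of freedom, which leaves it little power. Members are counted at adjusted p below 0.05 with no fold threshold, over all probe sets and adjusted over the list alone. Calls on chromosomes 2 and 3 were compared with those elsewhere by Fisher's exact test. Plots were made with matplotlib 3.10.9.

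The comparisons, the gene lists and their tests, the alternatives listed below as set at that point and the rule for named genes were fixed before the data were examined, though the values the paper prints had been read. Most tests of possible explanations in the closing section were chosen after the results were seen. The rule names Tip60, RpL32, the genes of Figure 4 and the probe sets of Table S2; then, for each transgene, the 8 largest rises and the 8 largest falls among called single-symbol probe sets whose higher group lies above the median level; and in each list up to 4 members with the smallest p. The p used for list members is that of dTip60 E431Q against the control. Genes outside the rule are said to have been named after their values were seen.

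The alternatives set at that point were a replicate block; only the 4 arrays of a comparison fitted, called a 2-group fit; eBayes with trend and robust options; median scaling and quantile normalization of the arrays; a floor at the 20th percentile of all values; a pseudocount of 16; a filter that left out probe sets below the 40th percentile of mean level; each array left out in turn; no fold threshold or a 4-fold one; the methods' t-test on linear values, with unequal or equal variances, before and after Benjamini-Hochberg; the lower 90% confidence bound of the fold; ratios of linear means; genes counted in place of probe sets; and, for lists, an estimated correlation, Fisher's exact test and probe sets averaged per gene. Alternatives added after seeing the data left out control replicate 1 and dTip60 WT replicate 2 together, counted Table S2 probe sets only where the higher group lay above the median, or left Tip60 itself out of the list of the Tip60 complex.

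The DAVID annotation clusters were not repeated, since the term sets of that release are not used here. The qRT-PCR results of the paper, some of them on aliquots of the same pools, and its Western, viability and quantitation results were not analysed here.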

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

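The tests for strain variants on chromosome 3 and for a difference of stage between the pools were chosen before their results were seen, and the other tests in this part after.

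Gene lists that the paper does not name as groups changed with dTip60 E431Q, though its translation and mitochondrion clusters border on the last of them. Cytochrome P450 genes had a median log2 change of 0.61 (0.38 after median scaling), fat body markers of -1.59 and mitochondrial ribosomal proteins of -1.05. None of the 3 passed with an estimated correlation (adjusted p = 0.735). With the transgenes, 5 probe sets of Table S2 had changes of opposite sign, though limma called none for dTip60 WT against the control, except CG31041 and CG15784 with trend and robust options (adjusted p = 0.0162 and 0.0167). For these, dTip60 E431Q minus dTip60 WT was 3.77 for CG31041, 4.14 for CG14219, 8.40 for the Attacin probe set, 4.72 for CG15784 and 3.96 for CG10339 on the log2 scale, each called in limma on all arrays. They were picked for opposite changes and for that call on the same arrays, so the calls are not independent evidence. The Attacin probe set (3.78 and 6.41) was near background with dTip60 WT and CG10339 was dim throughout, at a mean intensity of 5.69, so these sizes rest on low values (7.18 and 1.16 with the floor). The Attacin call was lost without dTip60 WT replicate 1 (adjusted p = 0.0500).

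Lsp2 and Fbp2 fell with dTip60 E431Q, by log2 changes of -6.73 and -8.16, while Fbp1 was as low in control replicate 2 (7.09) and dTip60 WT replicate 1 (5.01) and the list of storage, glue and late larval proteins did not pass (adjusted p = 0.0656). A loss of fat body would lower its other transcripts about as much, but apolpp, Apoltp, Lsd-1 and FASN1 had a median of -0.85 (-0.42, -0.10, -1.59 and -1.29). That argues against loss of fat body as the whole cause. A candidate explanation is that dTip60 E431Q larvae were at an earlier stage than control larvae of the same age: 2 of the 3 genes, Lsp2 and Fbp2, lay above the 95th percentile on every control and dTip60 WT array and below it on both dTip60 E431Q arrays. A direct effect of the transgene on these genes predicts the same, so delay and direct effect cannot be told apart with larvae of 1 age.

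Many more probe sets were called with dTip60 E431Q than with dTip60 WT. Strain variants near the insertion on chromosome 3 would add calls there, and 18.1% of its genes were called against 16.0% elsewhere, an odds ratio of 1.16 (95% interval 1.05 to 1.28, adjusted p = 0.00991 by Fisher's exact test; 0.544, 0.0735 and 0.392 without control replicate 1, control replicate 2 or dTip60 E431Q replicate 1), far too little for the difference. The dTip60 WT arrays were not the noisier ones, with a duplicate difference 0.913 times that of dTip60 E431Q. The Tip60 transcript was 1.84-fold higher with dTip60 E431Q, and the dTip60 WT changes followed the dTip60 E431Q changes with a slope of 0.0123 (0.00809 without the Tip60 probe set), where changes in proportion to the Tip60 rises would give 0.883. A response that sets in only at the higher level would leave the slope near 0 as well. On these arrays the higher level therefore cannot be told apart from an effect of the substitution itself, or of a developmental delay that either brings. In the paper's viability crosses, added dTip60 WT rescued the lethality of dTip60 E431Q fully or in part. A high total level of Tip60 alone would not give that rescue. Transcripts of the rescued larvae were not measured here.

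Control replicate 2 differed from control replicate 1 along the dTip60 E431Q difference, with r = 0.412 and a slope of 0.115 across the 2783 probe sets called between the transgenes. The dTip60 WT duplicates were set against another difference, dTip60 E431Q minus control over its 2698 called probe sets, and had r = 0.0804. Stray dTip60 E431Q larvae or RNA would have raised its Tip60 intensity by about 266.9, but the pools differed by -1.63. Dim probe sets were not the source, since the slope above the 75th percentile of level was 0.112. A difference of stage between the pools is a possible explanation: 3 of 4 stage lists moved in the direction they move with dTip60 E431Q (cuticle proteins 0.27, chitin genes 0.01, storage and glue proteins -0.43) and ecdysone genes moved the other way (-0.13 against 0.21). With 2 pools this cannot be told apart from other differences between them.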

How the results depend on the processing

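The alternatives that left out control replicate 1 and dTip60 WT replicate 2 together, counted Table S2 only above the median level, or left Tip60 itself out of the list of the Tip60 complex were chosen after seeing the data, and the others were set beforehand. Of 157 named results called, 124 kept their call with the block, the 2-group fit, trend and robust options, both scalings, the floor, the pseudocount and the dim filter (where it kept the probe set), and 79 also with any 1 array left out; 16 of the 18 lists that passed with dTip60 E431Q held by camera at the preset correlation in those settings (trend and robust options were not run for lists), with probe sets averaged and with any 1 array left out, and 0 of the 4 with dTip60 WT. Called counts: dTip60 E431Q (2698) 776 to 2221 with 1 array left out, 4432 with no fold threshold and 751 at 4-fold; dTip60 WT (1) 0 with the block, the 2-group fit or any array left out and 23 with trend and robust options; between the transgenes (2783) 661 to 2470 with 1 array left out, 4498 with no fold threshold and 856 at 4-fold. At the study's threshold, dTip60 E431Q (3382) gave 2187 with a pseudocount, 1558 by the methods' t-test and 0 after Benjamini-Hochberg, 298 after it with equal variances, and 1636 by the 90% confidence bound. For dTip60 WT (497) the floor gave 88, the pseudocount 57, the dim filter 78, leave-outs 470 to 859, the methods' t-test 98 and 0, equal variances 217 and 1, genes 264 and the bound 125. For both (203) these were 45, 35, 55, 184 to 504, 13, 61, 115 and 45, and 1 at adjusted p and 2-fold. Table S2 gave 10 with the floor, 11 with the pseudocount or dim filter, 3 by the methods' t-test, 10 with equal variances and 11 above the median; Figure 4 4 to 7 with 1 array left out. Without the pair of arrays with glue transcripts limma had 1 residual degree of freedom, which explains 0 calls for every comparison and for Figure 4; the study's threshold gave 1223 for dTip60 WT and 658 for both, Tip60 had 7.51 and 6.70, hemocytes in dTip60 WT turned to 0.00301 and midgut enzymes to -0.20, and calls by chromosome have no value. Tip60 in dTip60 WT lost its call at 6.59 with the block or 2-group fit and at 6.52 to 6.66 with 1 array left out, and between the transgenes it was 1.1 after quantile normalization. Turned signs were ham (-1.1 without dTip60 E431Q replicate 1, 1.49 without replicate 2) and cuticle proteins in dTip60 WT (0.0631 without control replicate 2, -0.28 without control replicate 1). Mean correlations on the linear scale, by Spearman's rho, with the floor, pseudocount and dim filter were 0.994, 0.969, 0.986, 0.987 and 0.982 for duplicates and 0.995, 0.966, 0.986, 0.987 and 0.981 for dTip60 WT with the control; for dTip60 E431Q with the control, linear, floor, pseudocount and dim filter gave 0.843, 0.926, 0.923 and 0.856. Lists passing with dTip60 E431Q were 0 with an estimated correlation and 9 by Fisher's exact test; with dTip60 WT 2 in the 2-group fit, 7 with the floor or dim filter, 2 to 8 with 1 array left out, 0 with an estimated correlation and 1 by Fisher's exact test, the Tip60 complex, through Tip60 itself. The chromosome 3 odds ratio was 1.11 to 1.18 with 1 array left out. Replicate numbers do not pair the arrays (correlations of deviations -0.0125, -0.0116 and -0.00735, limit 0.1), and the block gave 2239 and 2412 called. Leaving out an array also lowers the degrees of freedom, which raises the adjusted p even where a change keeps its size. Otherwise the cause was not tested. In a group left with 1 array, that array is assumed to vary like the others. Signal over background limits the counts with dTip60 WT, where most probe sets at the study's threshold were dim.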

Differences from the paper's values

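No test in this part was chosen after the results were seen, and all alternatives named here were set before the data were examined. Counts are of probe sets at the paper's stated threshold, an unadjusted p of at most 0.05 and a fold over 2. The methods and the legend of Figure 3 also name a 90% confidence bound. Among the alternatives it was computed from limma's standard errors, not in dChip.

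For dTip60 E431Q the paper gives 1756 misregulated genes and 3382 probe sets passed here. The count came within 1.5 times the paper's with a pseudocount (2187), with dim probe sets left out (2408), by the methods' t-test (1558), by that test with equal variances (2420), with genes counted (2559) and with the lower 90% confidence bound of the fold over 2 (1636). It did not with the replicate block, the 2-group fit, the trend and robust options, either scaling, the floor, any array left out, or the t-tests after Benjamini-Hochberg. Of higher genes the paper gives 1051 and 2035 probe sets passed; median scaling (1447), the pseudocount (1330), the dim filter (1420), the methods' t-test (774), equal variances (1358) and the confidence bound (1007) came within 1.5 times, and the rest did not. Of lower genes the paper gives 705 and 1347 passed; the pseudocount (857), the dim filter (988), the methods' t-test (784), genes counted (997, or 978 without the 19 that moved both ways) and the confidence bound (629) came within 1.5 times, and the rest did not.

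For dTip60 WT the paper gives 106 genes and 497 probe sets passed. The floor (88), the dim filter (78), the methods' t-test (98) and the confidence bound (125) came within 1.5 times, and the rest did not. Higher genes number 55 in the paper and 276 here; the floor (41), the methods' t-test (57) and the confidence bound (63) came within 1.5 times, and the rest did not. Lower genes number 51 in the paper and 221 here; the floor (47), the pseudocount (35), the dim filter (47), the methods' t-test (41) and the confidence bound (62) came within 1.5 times, and the rest did not. For both transgenes the paper gives 22 and 203 passed here, and no alternative came within 1.5 times, the nearest being the pseudocount (35) and the methods' t-test (13).

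In Figure 4B the paper shows ham higher by about 4.4-fold, read by eye. Its brighter probe set was 1.02-fold higher, and no alternative reached the paper's value. The dimmer was 1.15-fold higher, and only without dTip60 E431Q replicate 2 did it come near, at 2.82-fold. For dsx the paper shows about 13-fold lower in Figure 4B, read by eye. The brighter probe set was 1.56-fold lower, and no alternative reached the paper's value, while the dimmer, at 11.6-fold lower, differed from it by less than 1.5 times. That probe set was near background with dTip60 E431Q, and it was 3.68-fold lower with the floor and 2.98-fold with a pseudocount. Fmr1 is about 2.9-fold lower in Figure 4B, read by eye. Its brighter probe set was 2.88-fold lower, and the dimmer was 1.80-fold higher under the main settings and higher under every alternative. For aay, Kr, Ddc, cas and Obp99b the folds lay within 1.5 times those of the figure.

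For directions and rankings, the paper describes the expression of both transgenes as comparable in Figure 1B, by qRT-PCR, while the Tip60 probe set was 1.84-fold higher with dTip60 E431Q on these arrays. The paper states that most misregulated genes were higher. At the paper's threshold this held as deposited (60.2%), after quantile normalization (51.3%), with the confidence bound (61.6%) and by the t-test with equal variances (56.1%). It did not hold after median scaling (40.5%) or by the methods' t-test (49.7%). At the adjusted threshold it held as deposited (58.3%) only, among the 3 scalings. Its DAVID clusters put muscle development among the higher genes and larval chitin-based cuticle development among the lower, while muscle genes as a fixed list had 0 higher and 10 lower of 22 and cuticle proteins 36 higher and 12 lower of 104. Clusters of selected genes and fixed lists are unlike groups, so these directions are not a direct comparison.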

Other observations

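The comparison of duplicates at an 8-fold difference was chosen after the values were seen, and the tests of gene lists before.

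Some detoxification genes changed strongly with dTip60 E431Q. Among cytochrome P450 genes Cyp4p1 rose by 3.03 and Cyp309a1 by 2.50 on the log2 scale, and the list had 31 higher and 10 lower of 81 (37 and 13 adjusted over the list alone; camera, adjusted p = 0.00910; adjusted p = 0.735 with an estimated correlation). Of the glutathione transferase genes, GstD5 rose by 5.16, GstD2 by 3.25, GstD4 by 2.95 and GstD9 by 2.71, while the whole list of 34 had 9 higher and 6 lower (11 and 7 adjusted over the list alone) and a median of 0.05, or -0.19 after median scaling (adjusted p = 0.445). Insulin, TOR and starvation genes had 5 higher and 0 lower of 15 (6 and 0 adjusted over the list alone) and a median of 0.37, or 3 higher, 1 lower and 0.14 after median scaling (adjusted p = 0.124). Heat shock and cytosolic chaperone genes had 2 higher and 3 lower of 11 (3 and 3 adjusted over the list alone) and a median of 0.22, or -0.01 after median scaling (adjusted p = 0.871), with Hsp26 up by 2.79 (adjusted p = 0.00669). For some lists the median and the direction of the test had opposite signs (amino acid metabolism, cytosolic ribosomal proteins and lipases), or the mean and the median did (cytosolic ribosomal proteins, imaginal discs and midgut digestive enzymes). None of these passed.

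Duplicates that differed at least 8-fold, in probe sets with an intensity above 200 on at least 1 of the 6 arrays, followed a few patterns. In control replicate 1 and dTip60 WT replicate 2, 7 probe sets were higher than in their duplicates (Sgs3, Sgs7, Sgs8, Eig71Ee, Fbp1, CG17105 and a probe set with no symbol), and 0 showed the mirror pattern. In control replicate 2 and dTip60 WT replicate 2, 5 were higher (TwdlB, CG17005, CG33263, CG32214 and CG8541), and again 0 the reverse. Between the dTip60 E431Q duplicates 15 were higher in replicate 1, 6 of them Osiris genes, and 3 in replicate 2. These are counts with no test.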
